# RAD9 deficiency enhances radiation induced bystander DNA damage and transcriptomal response

**DOI:** 10.1186/1748-717X-9-206

**Published:** 2014-09-18

**Authors:** Shanaz A Ghandhi, Brian Ponnaiya, Sunil K Panigrahi, Kevin M Hopkins, Qingping Cui, Tom K Hei, Sally A Amundson, Howard B Lieberman

**Keywords:** RAD9, Ionizing radiation, Bystander, Gene expression, Micronucleus, Chromosome aberrations

## Abstract

**Background:**

Radiation induced bystander effects are an important component of the overall response of cells to irradiation and are associated with human health risks. The mechanism responsible includes intra-cellular and inter-cellular signaling by which the bystander response is propagated. However, details of the signaling mechanism are not well defined.

**Methods:**

We measured the bystander response of *Mrad9*^*+/+*^ and *Mrad9*^*−/−*^ mouse embryonic stem cells, as well as human H1299 cells with inherent or RNA interference-mediated reduced RAD9 levels after exposure to 1 Gy α particles, by scoring chromosomal aberrations and micronuclei formation, respectively. In addition, we used microarray gene expression analyses to profile the transcriptome of directly irradiated and bystander H1299 cells.

**Results:**

We demonstrated that *Mrad9* null enhances chromatid aberration frequency induced by radiation in bystander mouse embryonic stem cells. In addition, we found that H1299 cells with reduced RAD9 protein levels showed a higher frequency of radiation induced bystander micronuclei formation, compared with parental cells containing inherent levels of RAD9. The enhanced bystander response in human cells was associated with a unique transcriptomic profile. In unirradiated cells, RAD9 reduction broadly affected stress response pathways at the mRNA level; there was reduction in transcript levels corresponding to genes encoding multiple members of the UVA-MAPK and p38MAPK families, such as STAT1 and PARP1, suggesting that these signaling mechanisms may not function optimally when RAD9 is reduced. Using network analysis, we found that differential activation of the SP1 and NUPR1 transcriptional regulators was predicted in directly irradiated and bystander H1299 cells. Transcription factor prediction analysis also implied that HIF1α (Hypoxia induced factor 1 alpha) activation by protein stabilization in irradiated cells could be a negative predictor of the bystander response, suggesting that local hypoxic stress experienced by cells directly exposed to radiation may influence whether or not they will elicit a bystander response in neighboring cells.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1748-717X-9-206) contains supplementary material, which is available to authorized users.

## Background

The radiation induced bystander effect is the biological response of unirradiated cells in contact with or in the vicinity of cells directly exposed to radiation. This response has been demonstrated using a wide variety of cell types, including primary cells [1], hematopoietic cells [2], cancer cells [3], as well as *in vivo* [4]. Bystander effects have been assessed by multiple radiation-related endpoints such as clonogenic survival, apoptosis, micronuclei formation and DNA damage [3]. There is evidence for inter-cellular bystander signaling mediated by reactive oxygen species [5], cytokines [6], gap-junction proteins [7], and extracellular factors such as TGFβ [8]. A global transcriptomic bystander response involving NFκB has also been described in primary cells [9].

The DNA damage response (DDR) to direct radiation exposure includes a multi-component network of pathways, leading to activation of ATM and ATR kinases that sense structural damage to DNA, further triggering a cascade of events that affect cell fate [10]. The heterotrimeric protein complex made up of RAD9, HUS1 and RAD1 (i.e. 9-1-1) is part of this signaling network, and has numerous functions impacting on the way cells respond to DNA damage, including cell cycle checkpoint control and DNA repair [10–14]. Little is known about the relationship between DNA damage signaling in cells that are directly irradiated and their corresponding unirradiated bystanders. However it is established that ATR upstream to ATM is important for the bystander response [15]. In addition, one component of 9-1-1 has been tested for a role in the bystander response; Cell cycle checkpoint control protein RAD9 influences the cellular response to both direct and bystander radiation exposure. *Mrad9* null mouse embryonic stem cells, relative to *Mrad9*^*+/+*^cells, demonstrate enhanced radiation induced bystander responses, including apoptosis and micronuclei formation [14]. RAD9 has many functions, including regulation of cell cycle checkpoints, DNA repair and the ability to transcriptionally activate downstream target genes [12]. However, it is not known which of the many functions of RAD9 is critical for influencing the bystander response.

In this study, we investigated the role of mouse and human RAD9 protein in the ionizing radiation induced bystander response, by assessing the effects of RAD9 level reduction on acquisition of DNA damage and changes in transcriptomic profiles. We demonstrate that *Mrad9* null, relative to *Mrad9*^*+/+*^, in mouse embryonic stem cells enhances the frequency of direct and bystander radiation induced chromatid aberrations, which persist over multiple cell divisions. In the human non-small cell lung carcinoma cell line H1299, we found that RNA interference-mediated RAD9 reduction increases the frequency of micronuclei formation after direct and bystander ionizing radiation exposure. A significant gene expression response was also detected in these cells. There was a correlation between cells that showed an increase in micronuclei frequency and the gene expression response measured in parallel. Analysis of microarray gene expression data predicted SP1 and NUPR1 transcription factors to be involved in the radiation response of cells where bystander effects were observed. We also predict that HIF1α activation status may be different in directly irradiated cells that generate a bystander response in neighboring cells, compared to those that do not.

## Methods

### Cell culture, protein isolation and Western blotting

An isogenic set of mouse embryonic stem cells, which were either *Mrad9*^*+/+*^*, Mrad9*^*−/−*^*,* or the latter ectopically expressing *Mrad9*^*+*^ [16], were grown at 37°C, 5% CO_2_ in Knockout-DMEM (Invitrogen), with 15% ES cell qualified fetal bovine serum, 0.1 mM non-essential amino acids, 2 mM L-glutamine, 10^−4^ M beta-mercaptoethanol, 100 U/ml penicillin/streptomycin, and 10^−3^ U/ml leukemia inhibitory factor (LIF, available as “ESGRO” from Chemicon). Tissue culture plates and dishes were coated with a 0.1% gelatin solution and used routinely for cell passage and maintenance. Mylar dishes were coated with a 4 mg/ml fibronectin solution (Sigma). Human non-small cell lung carcinoma cells, H1299 (ATCC, CRL-5803), were grown in DMEM containing 10% FBS plus penicillin/streptomycin (50 μg/ml) at 37°C in a humidified 95% air, 5% CO_2_ incubator. H1299 cells were infected with pSUPER.retro.puro viral vector containing a *RAD9* shRNA to promote knockdown of expression as described [17], and grown in medium supplemented with puromycin (2 μg/ml) for selection of stable clones. RAD9 protein levels in cell lysates were analyzed by Western blotting using anti-RAD9 antibody (BD Transduction Laboratories, catalog no. 611324) and anti-beta-actin antibody (Sigma, catalog no. A5316). Clones with greater than 70% reduction in RAD9 level, relative to parental control cells, were chosen for additional analyses.

### Mouse ES cell irradiation and chromosome assay

All irradiations were carried out using confluent cells plated on concentric Mylar dishes as described in detail [14, 18]. Cells were irradiated with ^4^He ions (LET 123 keV/μm) from a 5.5 MV Singletron accelerator, using the track segment facility at the Radiological Research Accelerator Facility of Columbia University. Unirradiated controls were sham-irradiated alongside radiation-exposed dishes. For chromosomal analyses, mouse embryonic stem cells were irradiated with 1 Gy α particles and dishes were returned to the cell culture incubator for 24 hours, following which, irradiated (6 μm Mylar) and bystander (34 μm Mylar) cell populations were separated and re-seeded into T25 flasks. Chromosome preparations were made at 7 days post-irradiation, slides were blind-coded prior to scoring and metaphases were analyzed for gross chromatid (breaks and gaps on only one arm of a replicated chromosome) and chromosome-type (acentric fragments and rings as well as dicentrics when detected) aberrations using Giemsa staining [19].

### H1299 cell irradiation and micronucleus assay

Irradiation of cells and detection of micronuclei were performed as published [14, 18], H1299 and H1299*shRAD9* cells (1 × 10^6^) were plated onto concentric Mylar dishes a day before irradiation to ensure confluence at the time of treatment. Immediately prior to irradiation, cell culture medium was replaced with fresh medium to remove dead cells. Irradiations were carried out as described above, using a dose of 1 Gy α particles. For each set of experiments, three to five dishes served as unirradiated controls. After irradiation, cells were incubated at 37°C for 4 hours. Cells from directly irradiated (6 μm Mylar) and corresponding bystander (34 μm Mylar) dishes were processed for scoring micronuclei (MN) and for RNA isolation. In brief, dishes were separated, and cells were removed from a small area (≅4 mm^2^) of each Mylar surface separately using trypsin. Cells from the rest of the Mylar were resuspended in lysis solution (miRCURY RNA isolation kit from Exiqon) and stored at −80°C. Trypsinized cells were plated onto four-well chamber slides, and incubated for an additional 17 hours. Growth medium was replaced with fresh medium containing 2 μg/ml cytochalasin B, and cells were incubated for another 26 hours to enrich for those that are binucleated [18]. Cells were fixed for 15 minutes with methanol: acetic acid (3:1), followed by two washes with distilled water. After air drying, slides were briefly stained with SYBR® Green solution (Molecular Probes), cells were visualized with a fluorescence microscope, and a minimum of 1000 binucleated cells were scored per sample. MN percentage was calculated as the number of binucleate cells with micronuclei relative to the total number of binucleate cells in the population examined.

### Microarray and qPCR analyses

RNA was isolated from H1299 cells (miRCURY RNA isolation from Exiqon) with an additional on-column DNase treatment step to eliminate genomic DNA contamination in RNA preparations. RNA quality was assessed using the NanoDrop ND-1000 Spectrophotometer (Thermo Scientific) and RINs were assayed using the Agilent Bioanalyzer (Agilent Technologies), RNA with RINs greater than 8.5 were used for hybridizations. We analyzed n = 5 RNA samples from each condition by microarray hybridization. Cyanine-3 (Cy3) labeled cRNA was prepared from 0.2 μg total RNA using the One-Color Low RNA Input Linear Amplification PLUS kit (Agilent Technologies). Dye incorporation and cRNA yield were monitored with the NanoDrop ND-1000 Spectrophotometer (Thermo Scientific). cRNA (1.6 μg , >9 pmol Cy3 per μg cRNA) was fragmented, hybridized to Agilent Whole Human Genome Oligo 4X44K v2 Microarrays (G4845A) using the Gene Expression Hybridization Kit, and washed following recommendations from Agilent. Slides were scanned with the Agilent DNA Microarray Scanner (G2505B). Default parameters of Feature Extraction Software GE1_1105_Oct12 (Agilent) and grid version 026652_D_F_20120130 were used for image analysis, data extraction, background correction, and flagging of non-uniform features.

Data were exported as text tab delimited files, collated and analyzed using BRB-Array Tools ver. 4.3.2 [20]. Background corrected intensities were log_2_ transformed and median normalized; probes were averaged over replicates and then filtered. Non-uniform outliers or features not significantly above background intensity in 25% or more of the hybridizations were filtered out, leaving 15,859 features. A further filter requiring a minimum 1.3 fold change in at least 20% of the hybridizations was then applied, yielding a final set of 9502 features that were used for subsequent analyses. The microarray data are available through the Gene Expression Omnibus database using accession number GSE55869. Class comparisons were made between paired sample sets of unirradiated controls, directly irradiated and bystander H1299 cells with inherent or reduced RAD9 levels. The choice of samples was based on the percentage of binucleated cells with micronuclei: 1) unirradiated (micronuclei <3%); 2) bystander positive (BP; micronuclei >20%); 3) directly irradiated corresponding to bystander positive (DBP; micronuclei >50%); 4) bystander negative (BN; micronuclei <3%), and 5) directly irradiated corresponding to bystander negative (DBN; micronuclei >50%). Five independent samples for each of the groups were selected for microarray and qPCR studies.

BRB-Array Tools was employed to identify genes differentially expressed in various class comparisons using a random-variance paired t-test, which improves on the standard t-test by sharing information about within-class variation among genes, but which does not require the assumption that all genes have the same variance [21]. The test compares differences in mean log-intensities between classes relative to the expected variation in mean differences computed from the independent samples. Genes with p values less than 0.006 were considered statistically significant. The false discovery rate (FDR) was also estimated for each gene using the method of Benjamini and Hochberg [22] to control for false positives.

The High-Capacity cDNA Archive Kit (Life Technologies, Foster City, CA) was used to prepare cDNA from total RNA. Real time qPCR was performed for selected genes using Taqman assays (Additional file 1). Genes were chosen for this analysis on the basis of differential expression and low FDR, and the results used to confirm microarray experiment findings for the selected genes. For gene expression validation studies, 10 ng cDNA was used as input for replicate reactions. Quantitative real time PCR reactions were performed with the ABI 7900 Real Time PCR System using Universal PCR Master Mix (Life Technologies), with initial activation at 50°C for 120 seconds and 95°C for 10 minutes, followed by 40 cycles of 95°C for 15 seconds and 60°C for 60 seconds. Relative fold-induction was calculated by the ΔΔC_T_ method [23], using SDS version 2.3 software (Life Technologies). Data were normalized to *ACTB* gene expression levels (raw Ct values are included in Additional file 1).

### Ontology and network analysis

The genes responding significantly (p < 0.006 and FDR < 10%) were imported into DAVID, the database for annotation, visualization and integrated discovery (http://david.abcc.ncifcrf.gov/home.jsp). These genes were mapped to DAVID identifiers, and then functionally annotated using DAVID biological processes and molecular function categories. Genes in each functional classification category were compared against those from the NCBI human genome in that category. The one-tailed Fisher exact t-test probability value was used to statistically determine over- or under- representation of classification categories, Bonferroni corrected p values or EASE adjusted Fisher exact p values less than 0.05 were considered significant [24, 25].

The sets of genes significantly differentially regulated in all conditions (FDR < 10%) were imported into Ingenuity Pathways Analysis (IPA; Ingenuity® Systems, http://www.ingenuity.com) to analyze network interactions between them. The imported genes were mapped onto a global molecular network developed from information contained in the Ingenuity Pathways Knowledge Base. Biological functions most significant to these networks were determined, and Fischer’s exact test was used to calculate p values assessing the probability that each biological function assigned to a network was due to chance alone. IPA canonical pathways most significant within the differentially expressed gene sets were also identified. These analyses use curated information on the published relationships between gene products to predict network information. Transcription factor analysis specifically uses information about the relationship between the activity of potential upstream regulatory factors and mRNA abundance changes of target genes for predicting which regulatory factors may be activated or inhibited, based on number of targets and their expression changes. IPA generates a z-score for each factor and uses a cutoff of z > 2 to predict activation and z < −2 to predict inhibition.

## Results

### Impact of *Mrad9*status on delayed chromatid and chromosome aberration formation in direct and bystander irradiated cells

We examined the effect of *Mrad9* status on chromosome and chromatid aberration frequencies in unirradiated or irradiated cells, using mouse embryonic stem cells either *Mrad9*^*+/+*^, *Mrad9*^*−/−*^ or the latter ectopically expressing *Mrad9*^*+*^ [16]. Representative examples of these aberrations are depicted in Additional file 2. There were no differences in chromatid aberration yields in unirradiated controls regardless of *Mrad9* status (Figure 1A, open bars). However, there were significant differences with respect to induction of chromatid aberrations following exposure to α particles. In contrast to *Mrad9*^+/+^ cells, directly irradiated *Mrad9*^−/−^ cells showed a 4-fold increase in chromatid aberrations at seven days post-irradiation, while bystanders demonstrated a 3-fold increase in chromatid aberrations relative to corresponding unirradiated controls. Ectopic expression of mouse *Mrad9*^+^ in *Mrad9*^*−/−*^ ES cells lowered radiation-induced chromatid aberration frequency levels to those observed in *Mrad9*^+/+^ cells.

**Figure 1:**
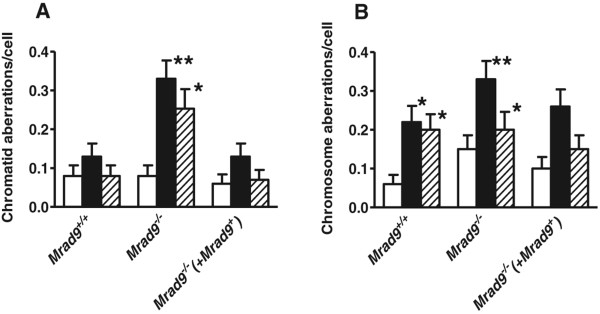
**Impact of** ***Mrad9*** **status on formation of chromatid and chromosome aberrations.** Chromatid **(A)** and chromosome **(B)** aberration frequencies in unirradiated control (open bars), irradiated (closed bars) and bystander (stippled bars) mouse embryonic stem cells as a function of *Mrad9* status (*Mrad9* ^*+/+*^ *, Mrad9* ^*−/−*^ or the latter ectopically expressing *Mrad9* ^*+*^[16]) in mouse embryonic stem cells at 7 days post irradiation (mean ± SD; n = 2). Asterisk and double asterisk depict values that are statistically significant, p < 0.1 and p < 0.05, respectively, between the controls and the corresponding experimental groups. Results from two experiments were pooled and are expressed as mean ± SD. Differences in these data were analyzed using Student’s t-test. (Additional file 2 shows representative pictures of metaphase spreads and aberrations scored in this study).

Spontaneous chromosome aberrations were higher in *Mrad9*^−/−^ cells, compared with *Mrad9*^+/+^ cells or the mutant ectopically expressing the wild-type gene (Figure 1B). Directly irradiated cells regardless of *Mrad9* status had equivalent increases in chromosome-type aberration frequencies above spontaneous background levels. These aberrations were likely induced directly by irradiation and were in the process of being cleared from the populations, as scoring was performed seven days post-treatment. Chromosome aberration frequencies in *Mrad9*^*+/+*^ bystander cells, but not in *Mrad9*^*−/−*^ or the latter expressing *Mrad9*^*+*^, were elevated above background relative to corresponding unirradiated control populations.

### Reduction of RAD9 expression in H1299 cells enhances induction of micronuclei by direct and bystander radiation exposure

In our previous studies, we observed a 2–3 fold increase in radiation induced bystander apoptosis and micronuclei formation in *Mrad9*^*−/−*^ mouse ES cells, compared to the *Mrad9*^*+/+*^ control population [14]. In addition, mutant cells showed higher spontaneous levels of micronuclei, relative to the wild-type control. We extended these studies to human non-small cell lung carcinoma cells, H1299, and two independent stable transfectants expressing shRNA against *RAD9* (H1299*shRAD9*), wherein the corresponding protein levels were reduced 70-80% relative to the untransfected control (Figure 2A). The two transfectants were used interchangeably with no difference in results. In this study, we used 440 dishes (200 for H1299 and 240 for H1299*shRAD9*). Out of these 440, 365 were irradiated dishes and the other 75 served as unirradiated controls (37 for H1299 and 38 for H1299*shRAD9*). Unirradiated H1299 cells showed 3.44 ± 0.82 (mean ± SD) percent micronuclei in binucleated cell populations and H1299*shRAD9* cells had a value of 2.92 ± 0.61 (mean ± SD) percent. Within each track segment experiment (approximately 35 dishes were used in each set of experiments), we normalized the average MN percentage for each bystander and irradiated sample relative to the average for the corresponding unirradiated controls. The normalized value is expressed as MN fold above unirradiated control. An increase in MN fold was observed for both bystander and directly irradiated samples of H1299*shRAD9* and H1299 with inherent levels of RAD9 protein (Figure 2B). Bystander and directly irradiated populations with reduced levels of RAD9, compared with inherent RAD9 counterparts, had a significant elevation in fold induction of MN above corresponding unirradiated controls. Plots of number of dishes with varying MN levels above background were used to assess differences in irradiated and bystander cells before and after RAD9 reduction. By comparing H1299 and H1299*shRAD9* cells, either directly irradiated or bystanders, we found an increase reflected as a modal shift in the number of dishes demonstrating the highest MN fold induction above unirradiated controls in H1299 cells with reduced RAD9. A two-tailed test, using the Z statistic and a 1% level of significance (p value) was performed to check the statistical significance of this finding. As both samples are large (n ≥ 30), we used Z test as opposed to t-test. We rejected the null hypothesis (H_0_) in both bystander and irradiated populations as the Z value is greater than 2.575 (7.159 in bystander and 18.937 in directly irradiated cells). Therefore, the observed difference in the induced number of micronuclei between H1299 and H1299*shRAD9* cells after either bystander or direct irradiation is statistically significant.

**Figure 2:**
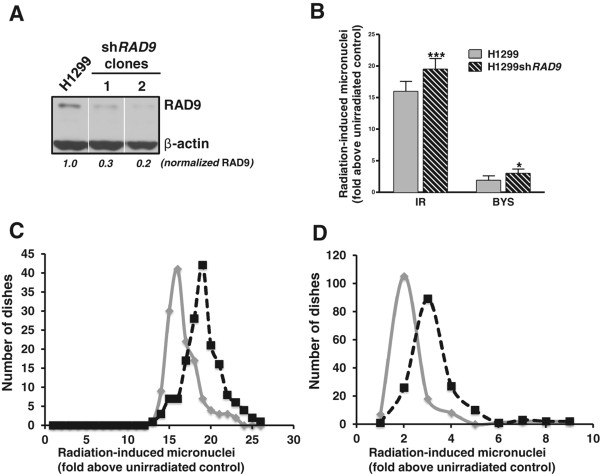
**Effect of RAD9 status on micronuclei formation in H1299 cells A.** Western blot of RAD9 protein in H1299 cells. Lane 1, untransfected H1299 cells, lanes 2 and 3, two stable clones transfected with *shRAD9*. Western blot analysis was performed using RAD9 and β-actin antibodies. Image J was used to determine the level of RAD9 protein after knockdown and the abundance of RAD9 indicates expression normalized to untransfected control H1299. **B**. IR-Induced Micronuclei (MN): micronucleus formation in H1299 (grey bars) and H1299*shRAD9* (striped bars) cells after direct (IR) or bystander (BYS) exposure to 1 Gy of α particles. Data were pooled from five independent sets of experiments each having n ≈ 35 and results represent mean ± SD. Single asterisk indicates a significance of p < 0.05 and triple asterisk, a p < 0.001. **C**. MN fold induction values plotted as a function of number of dishes with each fold change for directly irradiated cells (IR). H1299 (grey line) and H1299*shRAD9* (dashed black line). **D**. same as C, except bystander cells (BYS) were assessed.

### Gene expression profiling in H1299 cells with inherent or reduced levels of RAD9 protein

Microarray gene expression analyses were performed to assess the impact of RAD9 protein reduction on H1299 cells at the molecular level in the absence of radiation. 

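Unirradiated H1299 cells, a human lung carcinoma line, were compared with H1299*shRAD9* cells, which carry a stably integrated short hairpin RNA (shRNA) directed against *RAD9* mRNA. The paper used 2 stable transfectants interchangeably, and which of them gave each sample was not recorded in the sample labels. Each cell line was represented by 5 samples, each labeled with Cy3 and hybridized alone to an Agilent array of 43118 spots for 34127 probes, controls excluded. Agilent Feature Extraction had subtracted a background fitted over the array and marked the spots well above background. Between 58.6% and 65.4% of the probes were well above background on the 5 H1299*shRAD9* arrays (median 60.3%), and between 62.0% and 69.8% on the 5 H1299 arrays (median 64.5%). The median background-subtracted intensity of an array was 180.7 to 251.1 in H1299*shRAD9* and 243.6 to 517 in H1299. The authors analyzed the intensities in BRB-ArrayTools, a microarray statistics package, with the random-variance test. Here, log2 intensities were set to the median of each array, and the probes, called features, were filtered on background and on variation, after the criteria of the paper. The background criterion, read as the software's mark for well above background, left 20100 features, and the criterion on variation left 12206. The cell lines were compared with limma, a linear model that shares variance information among features, without pairing, at p under 0.005 and a false discovery rate under 10%. The arrays of the 2 groups lay on 8 slides and no slide held both groups, so slide could not be separated from cell line as a block. After scaling, the median log2 difference between the cell lines over all features was 0.10.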

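The transcript targeted by the shRNA was measured first. *RAD9A* was represented by the feature A_24_P21715, at 67165480 to 67165539 on the plus strand of chromosome 11 (hg19), which was well above background on all 10 arrays. Its log2 level relative to the array median was 3.65 ± 0.19 (SD) in H1299*shRAD9* and 4.01 ± 0.13 in H1299 cells. The difference of −0.36 left 77.9% of the H1299 level (2-sided exact permutation p = 0.0159). The feature varied too little among the arrays to pass the 1.3-fold criterion, and with that criterion omitted limma gave an adjusted p of 0.0561. In the irradiated groups the difference between the cell lines was −0.34 in DBP (exact p = 0.0714), −0.13 in BP (exact p = 0.317), 0.06 in DBN (exact p = 0.873) and −0.11 in BN (exact p = 0.5). DBP and DBN denote directly irradiated cells whose bystander cells did (BP) or did not (BN) form micronuclei.

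**Figure D1:**
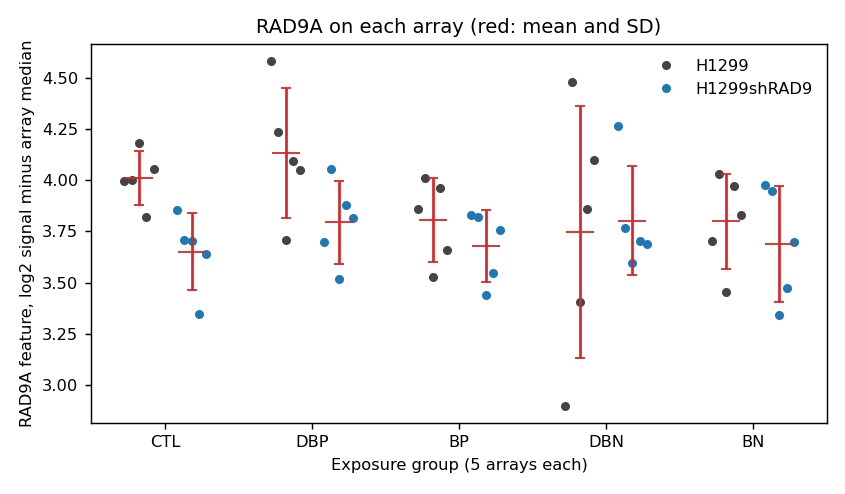
Log2 level of the RAD9A feature on each array, relative to the array median, by cell line and exposure group, with the mean and SD of 5 arrays.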

RNA from H1299 cells, untransfected or stably transfected with *RAD9* shRNA and demonstrating a reduction in corresponding protein abundance (Figure 2A), were hybridized to Agilent Human whole genome arrays. BRB-Array Tools was used for data analysis [20]. 

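In the comparison of unirradiated cells, 1893 features, representing 1806 gene names, were differentially expressed between H1299*shRAD9* and H1299 (smallest adjusted p 4.4e-08 by limma). The random-variance test gave 1899 features, of which 1892 were shared. The count was 899 without replicate 3, 997 without replicate 4, 1074 without replicate 5 and 2897 when features well above background on 4 of 5 arrays of either group were kept. An index of signal at the 5′ against the 3′ end of genes was lower in the H1299*shRAD9* controls (difference −0.10, exact p = 0.0238). With this index as a covariate, an alternative chosen after the data had been seen, the count was 665. In simulated data the covariate itself lowered the share of changed features recovered from 78.5% to 46.5%. The authors' list held 1750 gene names that were tested here, and 1735 of these changed in the same direction. Among the 1806 names, 1417 were on the authors' list, where independent lists would share 304. Of the genes that the paper names for this comparison, 23 were tested, and 18 had a false discovery rate under 10% when adjusted over the list alone. Adjusted over all features the number was 17. Neither the overlap nor these numbers are independent evidence, since the study's list and genes come from the same samples.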

A total of 9502 genes, comprising the filtered gene set, were analyzed in a class comparison between unirradiated H1299*shRAD9* and H1299, which revealed 1845 genes differentially expressed between these two classes (Additional file 3). Of these, 1112 genes (60%) were down regulated and 733 (40%) were up regulated. 

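Among the 1893 features, 938 (49.6%) were down regulated and 955 (50.4%) were up regulated. The split depended on the processing. The up regulated share was 46.4% with 75th percentile scaling and 46.1% with quantile normalization. With normexp background correction 22.6% of 1785 features were up regulated, and with the authors' processed values 36.5% of 1419. With slide as a random block the share was 38.5% of 1034. Among the alternatives set beforehand, up regulated features were the majority only without the 1.3-fold criterion (53.1%), without replicate 1 (53.0%) and with the random-variance test (50.4%). The median absolute log2 fold change of the differentially expressed features was 0.75. The largest rises with non-overlapping groups were in A_33_P3298612 (2.39, adjusted p 0.0166, limma), at 36342907 to 36342966 on chromosome 3, and *HKDC1* (2.28, adjusted p 0.00991). *FAM125B* fell by 3.92 (adjusted p 0.0122), although its level in H1299*shRAD9* cells varied widely (SD 2.49). Each of the 3 was well above background on 3 of 5 arrays of the lower group, so the size of its change is uncertain. With normexp background correction A_33_P3298612 rose by 1.35 and *FAM125B* changed by −2.99.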

We analyzed these genes using DAVID functional annotation and looked for categories enriched after reduction of *RAD9* in H1299 cells. Using an EASE score of 0.1 as a universal cut-off, we found that down regulated genes were enriched for inter- and intra-cellular functions, such as cytoskeletal and actin binding (p value <10^−4^), GTPase activity (p value 0.0009), protein kinase inhibitor activity (p value 0.002), cyclin-dependent kinase regulatory activity (p value 0.01) and other broad categories of enzymatic activity, such as transferase, carbohydrate kinase and oxidoreductase activity (Table 1A). Performing a similar functional annotation on the 733 upregulated genes revealed enrichment of processes such as RNA methyl-transferase activity (p value 0.002), DNA binding activity (p value 0.01) and even transcription factor activity (p value 0.04), which suggested that RAD9 reduction in H1299 cells affects multiple levels of cellular function (Table 1B). 

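The paper reasons from enrichment in annotation categories, among both the repressed and the induced genes, to an effect of RAD9 reduction on several levels of cellular function. The DAVID categories were not analysed here. Instead, 7 gene lists fixed before the data were examined were tested on 15819 genes with camera, assuming an inter-gene correlation of 0.01. G2/M phase genes were lower in H1299*shRAD9* cells (median log2 difference −0.12, adjusted p 0.000375 by limma camera, 40 of 54 genes down). Integrated stress response genes were also lower (−0.50, adjusted p 0.000286, 28 of 36 down; fry p 0.292). The mean of the list was high in 2 of the 5 H1299 controls, up to 1.27. In the other 3 it was −0.50 to −0.44, within the −0.70 to −0.21 of the H1299*shRAD9* controls. S phase genes (0.11, adjusted p 0.101), p53 targets (−0.11, adjusted p 0.101), immediate early genes (0.17, adjusted p 0.367) and HIF1 targets did not pass the threshold. For the HIF1 targets the median was 0.07 and the mean −0.03, on opposite sides of 0 (adjusted p 0.78). Over all 105 pairs of list and comparison, 44 passed with camera, and 0 of these passed with the rotation test fry, which uses the observed correlation among genes.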

We also investigated important regulatory pathways using both DAVID functional annotation and IPA networks, which suggested that two signaling mechanisms, Interferon signaling via STAT1 (p value 0.0006) and Interleukin-4 signaling via STAT6 (p value 0.01), were significantly altered at the RNA level.

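In unirradiated H1299*shRAD9* cells, the *STAT6* feature gave a log2 difference from H1299 of −0.58 with an SE of 1.15 (adjusted p 0.722, limma, 5 arrays per cell line). It was well above background on 3 of the 5 H1299*shRAD9* arrays, where its SD was 3.25. With the authors' processed values *STAT6* was 1.70 higher (adjusted p 0.000335). The interleukin-4 pathway was not analysed here.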

**Table 1:** **Enriched GO categories among H1299** ***shRAD9*** **vs. H1299 differentially expressed genes**

**A. H1299** ***shRAD9*** **vs. H1299, down regulated genes**		
**Gene Ontology Term (molecular functions)**	**Gene Count**	**p value**
**Cytoskeletal protein binding**	49	0.00001
**Actin binding**	33	0.0002
**GTPase regulator activity**	36	0.0009
**Growth hormone receptor binding**	3	0.001
**Phospholipid binding**	19	0.002
**Phospho-inositide binding**	13	0.002
**Protein kinase inhibitor activity**	7	0.002
**Kinase inhibitor activity**	7	0.002
**GTPase binding**	13	0.005
**Protein kinase regulator activity**	10	0.008
**PIP-3,4,5-trisphosphate binding**	3	0.009
**Cyclin-dependent protein kinase**	4	0.01
**Microtubule binding**	9	0.01
**NAD binding**	3	0.01
**Kinase activity**	58	0.02
**Oxidoreductase activity**	12	0.02
**Tubulin binding**	11	0.02
**Carbohydrate kinase activity**	4	0.02
**Phospho-transferase activity**	51	0.02
**Glutathione transferase activity**	4	0.02
**Transferase activity**	63	0.03
**De-oxyribonuclease activity**	5	0.03
**Guanyl-nucleotide exchange factor activity**	14	0.03
**Rab GTPase activator activity**	6	0.04
**Heparin binding**	10	0.04
**B. H1299** ***shRAD9*** **vs. H1299, up regulated genes**		
**Gene Ontology Term (molecular functions)**	**Gene Count**	**p value**
**Nor-epinephrine binding**	2	0.002
**RNA methyl-transferase activity**	4	0.002
**Myosin binding**	4	0.002
**Structure-specific DNA binding**	9	0.01
**Single-stranded DNA binding**	5	0.01
**Glycoprotein binding**	4	0.01
**Coenzyme binding**	9	0.03
**Transcription factor activity**	33	0.04

### Gene expression profiling in direct and bystander irradiated H1299 cells with reduced levels of RAD9 protein

Gene expression was analyzed in H1299 cells with or without *shRAD9*, after direct and bystander exposure to α particles. 

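Each dish held 2 concentric Mylar surfaces, of which the thin one let α particles (helium nuclei that ionize densely along a short track) reach the cells, while cells on the thick one served as bystanders. Cells received 0 or 1 Gy, with a linear energy transfer of 123 keV/μm in the paper and 125 keV/μm in the sample labels, and RNA was taken at 4 hours. Both cell lines were sampled in 5 groups of 5: unirradiated controls (CTL), DBP, BP, DBN and BN, 50 arrays in all on 13 slides. The median share of probes well above background in H1299*shRAD9* was 60.3% (CTL), 56.4% (DBP), 62.0% (BP), 65.1% (DBN) and 61.7% (BN). In H1299 it was 64.5% (CTL), 63.5% (DBP), 64.7% (BP), 63.1% (DBN) and 65.9% (BN). The highest share on any array was 83.5%, in H1299 DBN replicate 1. H1299 DBN replicate 2 had 201 saturated probes, the most of any array. The authors used the random-variance test on matched samples. Here, each irradiated group was compared with its controls in limma with the replicate number as a block, at p under 0.006 and a false discovery rate under 10%. In the H1299*shRAD9* comparisons with CTL, arrays with the same replicate number were more alike than others, with a mean correlation of 0.532 for DBP and a lowest pair of 0.206 for BN. In H1299 the matching was weaker for BP (mean 0.139) and DBN (0.234). In data simulated with the spread of each comparison, 96.3% of 2-fold and 68.8% of 1.5-fold changes were recovered in H1299*shRAD9* DBP, and 91.3% and 25.7% in H1299 DBP.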

Five independent samples for each group, namely, unirradiated controls, directly irradiated samples and corresponding bystander samples were selected for microarray and qPCR experiments. The choice of samples was based on micronuclei levels in binucleated cells as described above in the Materials and Methods. Micronuclei formation was assessed initially in cells on a small portion of the Mylar dish, with the remainder harvested for RNA isolation at 4 hours after irradiation. Control, directly irradiated and bystander sample RNA were hybridized to Agilent Human whole genome arrays. Using the class comparison tool of BRB-Array Tools [20], we identified genes with significant differential expression in direct and bystander cells compared with unirradiated controls. 

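In parental H1299 cells limma gave 7 differentially expressed features in DBP, all lower than in CTL (smallest adjusted p 0.0959), and 2 in DBN, both lower (smallest adjusted p 0.0137). These included *BORA* (−1.20) and *FAM83D* (−1.19) in DBP and *PIF1* (−2.06) in DBN. The feature A_33_P3404221, at 68944584 to 68944643 on chromosome 1, fell by 1.32 in DBP and by 1.73 in DBN. No feature passed in BP, where 711 had an unadjusted p under 0.05 (smallest adjusted p 0.705), or in BN, where 339 did (smallest adjusted p 0.999). The random-variance test also gave 0 in both. The counts moved most, to 28 in DBP and 70 in DBN, when all 5 groups of the line were fitted together, and both were 0 with 75th percentile scaling. Regrouping the same arrays did not exclude chance for any H1299 comparison.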

We found no significant differentially expressed genes in the H1299 parental cells at 4 hours after irradiation. However, in H1299*shRAD9* cells, there was a significant response at the transcriptomic level in both directly irradiated and bystander cells.

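In H1299*shRAD9* cells, 1 of 100 regroupings of the same arrays, the true one, gave as many differentially expressed features in DBP, BP and DBN, and 12 of 100 did in BN. Most of these break the pairs. Among the 16 that part all pairs it was 1 in each of the 4 groups, a share of 0.0625, which does not exclude chance. Of 100 simulated unchanged comparisons, 3 gave as many features as DBP, BP or DBN, and 10 as many as BN. The paper sets the response of these cells beside its absence in H1299. The difference itself was tested as an interaction of cell line and irradiation. By limma it gave 0 features for DBP (1054 at an unadjusted p under 0.05; smallest adjusted p 0.57), BP (853; 0.687), DBN (1107; 0.105) and BN (950; 0.297). The random-variance test gave 0 in each as well. For DBN the count was 189 without replicate 1 and 245 with all groups in one fit. In data simulated with the spread of each comparison, this test recovered 56.1% of 2-fold differences in DBP, 53.1% in BP, 29.1% in DBN and 79.9% in BN, so moderate differences could be missed. The spread between pairs was larger in H1299, with a median residual SD of 0.303 against 0.192. Across features (not independent replicates), the changes of the 2 lines correlated weakly, at 0.06 in DBP, 0.08 in BP, −0.09 in DBN and 0.19 in BN.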

We consider those bystanders that showed a micronucleus percentage in binucleates of >20%, successful in bystander signal transmission from the corresponding irradiated cells, and we call these cell populations, bystander positive (BP). An unsuccessful transmission would be when the irradiated cells were unable to induce a micronucleus response in the neighboring bystander cells (micronucleus index < 3%), which we call “bystander negative (BN)”. 

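In directly irradiated H1299*shRAD9* cells whose bystanders responded (DBP), 217 features (210 gene names) differed from CTL (smallest adjusted p 0.0285 by limma), and 216 of them changed the same way in all 5 pairs. At the p threshold alone there were 504. The count was 735 without replicate 1, and 0 without replicate 2 or when features were filtered on the other background mark of the software. Without the replicate block it was 14. Of the 561 names on the authors' list that were tested, 556 changed in the same direction, and 170 were differentially expressed here, where independent lists would share 11.3. Both lists come from the same arrays, so this overlap is not independent evidence. The fold changes on that list correlated with those found here at 0.961 across genes, which are not independent replicates. Of the 36 tested genes that the paper names for DBP, 29 had a false discovery rate under 10% adjusted over the list alone and 8 adjusted over all features, again on the samples from which the study chose them. The largest rises were in *CHAC1* (1.63, adjusted p 0.0849), *SMC1A* (1.19, adjusted p 0.0461) and *C5orf25* (1.09, adjusted p 0.0473). Other features of *SMC1A* ranged from −0.11 to 1.03, and that of *C5orf25* gave 0.12.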

In directly irradiated cells that successfully transmitted a bystander response (direct bystander positive; DBP), 572 genes were differentially expressed (p < 0.006 and false discovery rate, FDR < 10%; Additional file 4). 

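In bystander cells that formed micronuclei (BP), the comparison with CTL gave 285 features (270 gene names; smallest adjusted p 0.0448 by limma), and 283 of them changed the same way in all pairs. Of the authors' list, 253 names were tested, all 253 changed in the same direction, and 182 were differentially expressed here against 6.57 expected for independent lists. The lists rest on the same arrays, so a large overlap was bound to occur and is not independent evidence. The largest changes included *MYH16* (1.22, adjusted p 0.0448), *CHAC1* (1.18, adjusted p 0.0757), A_33_P3304097 (−1.18, adjusted p 0.0989; chromosome 7, 148344339 to 148344398), *KRTAP5-10* (−1.10, adjusted p 0.0989; other feature −0.04) and *LOC100652917* (−1.08, adjusted p 0.0448). The list was not stable, with 0 features with slide as a block or without the replicate block, and a highest count of 199 when 1 replicate was left out. Among the 14 tested genes named for BP, 7 passed when adjusted over the list alone and 5 over all features.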

In the corresponding bystander positive (BP; micronucleus index >20%) cells, 254 genes were differentially expressed (p < 0.006 and FDR < 10%; Additional file 5). There were 146 genes common to both directly irradiated and bystander positive gene sets.

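DBP and BP shared 75 differentially expressed features (73 gene names), of which 73 were up regulated, 2 were down regulated and 0 changed in opposite directions. They made up 34.6% of the DBP and 26.3% of the BP features. Both comparisons use the same 5 controls, which alone makes the lists overlap. When 2 unchanged groups were simulated against shared controls and lists of the observed lengths were taken from them, the mean overlap was 27.4 and the highest of 50 simulations was 74. The observed overlap was 0 whichever replicate was left out. Over all features the DBP and BP changes correlated at 0.728, and 4 of the 50 simulations reached this value (mean 0.440).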

Next, we compared H1299*shRAD9* directly irradiated cells unable to transmit a bystander signal (direct bystander negative; DBN) and their matched bystander negative (BN; micronucleus index <3%) cells to their matched H1299*shRAD9* unirradiated controls. We found 591 significantly differentially expressed genes (p < 0.006 and FDR < 10%, Additional file 6) in DBN and only 3 genes differentially expressed (p < 0.006 and FDR < 10%, Additional file 7) in the BN condition, respectively. 

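The comparisons with CTL gave 583 features (559 gene names) in DBN and 6 in BN (smallest adjusted p 0.0252 and 0.0771 by limma). Neither count was stable. When 1 replicate was left out, DBN ranged from 22 (without replicate 4) to 661 (without replicate 5), and BN was 0 in every case. BN was 555 with all groups in one fit. In DBN, 557 changed the same way in all pairs, and the largest changes were in *APOL6* (1.62, adjusted p 0.0348), *CHAC1* (1.54, adjusted p 0.0635), *PIF1* (−1.34, adjusted p 0.0253), A_33_P3404221 (−1.42, adjusted p 0.0253) and *SOX4* (−1.39, adjusted p 0.0696). The 6 BN features included *C9orf150* (1.39), *EGR1* (0.97), *LOC100652917* (−1.06) and 1 feature of *UBAP2L* (1.34), each with an adjusted p of 0.0771. The brightest *UBAP2L* feature gave 0.01. BN also had 1744 features with an unadjusted p under 0.05, against 1534 in BP. Of 574 tested names on the authors' DBN list, which comes from the same arrays, 573 changed in the same direction and 416 were differentially expressed here. For the authors' BN list of 3 it was all 3. Adjusted over the paper's named genes alone, 12 of 14 tested genes passed in DBN, 5 over all features, and 2 of 2 in BN.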

The lack of a transcriptional response in the bystander negative population corresponded to the lack of micronuclei induction. 

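The paper sets the short list of BN beside the missing micronuclei. BP and BN were also compared directly, without pairing. They differed in 0 features (46 at an unadjusted p under 0.05, smallest adjusted p 1, limma), and in 0 by the random-variance test. With the replicate number as a block it was also 0 (109 at an unadjusted p under 0.05). In simulated data the unpaired comparison recovered 79.7% of 2-fold and 23.4% of 1.5-fold changes. The changes from CTL in BP and BN correlated at 0.815 over all features, with the same sign for 80.9%. Shared controls alone gave up to 0.842 in simulated unchanged groups. Of unchanged comparisons simulated with this design, 10 of 100 gave as many features as BN and 3 of 100 as many as BP.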

Comparing gene expression changes in directly irradiated cells corresponding to bystander positive (DBP) and directly irradiated cells corresponding to bystander negative (DBN); we found 311 responding genes that overlapped between these two groups, representing approximately half the genes in each class.

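DBP and DBN shared 160 features (155 gene names), or 73.7% of the DBP and 27.4% of the DBN features, with 108 up regulated and 52 down regulated. For unchanged groups simulated with shared controls the mean overlap was 45.1 and the highest of 50 was 112. The 2 groups were compared with each other as well, and limma gave 0 features (60 at an unadjusted p under 0.05; smallest adjusted p 1), as did the random-variance test. With the replicate number as a block it was also 0 (190 at an unadjusted p under 0.05). In simulated data the unpaired comparison recovered 72.1% of 2-fold and 14.2% of 1.5-fold changes. The overlap was 148 without replicate 1, 3 without replicate 4, 9 without replicate 5 and 0 without replicate 2 or 3.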

We analyzed the differentially expressed genes revealed by the microarray studies for enrichment of biological processes, using the DAVID functional annotation database. In H1299*shRAD9* directly irradiated cells corresponding to bystander positive (DBP), 572 differentially expressed genes were used for analysis. 

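Cell cycle genes were examined as a list of 54 G2/M phase genes and as the single genes *CCNF*, *PIF1* and *CDKN2C*. In directly irradiated H1299*shRAD9* cells the list was lower in DBP (median log2 change −0.24, adjusted p 1.82e-22 by limma camera, 49 of 54 genes down) and in DBN (−0.33, adjusted p 3.4e-19, 50 down). Parental H1299 cells gave a larger fall, of −0.51 in DBP (adjusted p 4.37e-42, 52 down) and −0.61 in DBN (adjusted p 4.28e-40, all 54 down). The difference between the cell lines, tested as an interaction, was 0.18 in DBP (adjusted p 2.1e-06, camera) and 0.26 in DBN (adjusted p 7.84e-05). None of these held under fry. The 43 S phase genes did not change in H1299*shRAD9* (0.05 in DBP, adjusted p 0.254; in DBN the median was −0.03 and the mean above 0, adjusted p 0.953). In H1299*shRAD9*, *CCNF* fell in all 5 DBP pairs (−1.11 ± 0.16, SD) and in all 5 DBN pairs (−1.22 ± 0.46). The falls in H1299 were −1.97 ± 1.38 and −1.76 ± 1.19. These means were drawn down by replicate 2 (−4.34 in DBP and −3.73 in DBN), which gave −3.33 in BP as well. Its other pairs ranged from −1.97 to −0.99 in DBP and from −2.00 to −0.94 in DBN. The means alone are thus no sign of a larger *CCNF* fall in H1299.

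**Figure D2:**
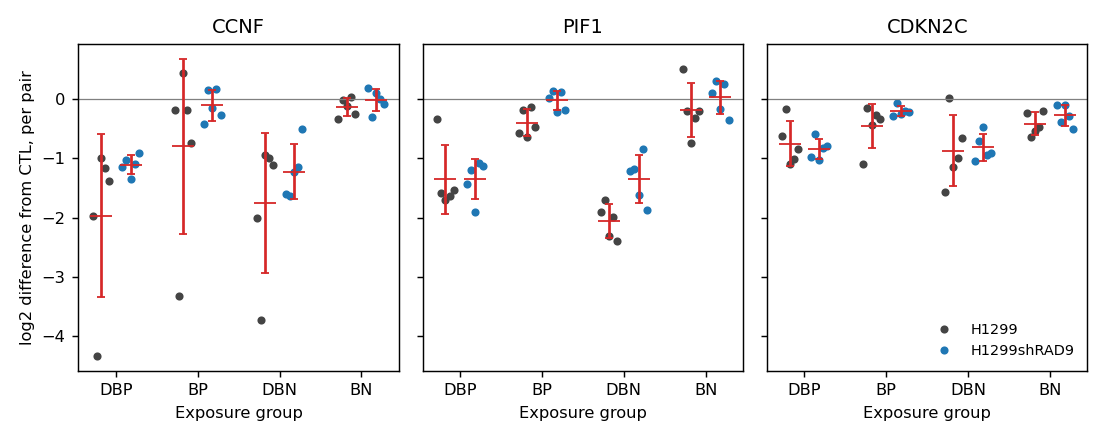
Log2 change of CCNF, PIF1 and CDKN2C from the matched control in each pair, by cell line and exposure group, with the mean and SD of 5 pairs.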

Functional annotation revealed that GO biological terms cell cycle (p value 10^−10^), M phase of mitosis (p value <10^−9^), and cell division (p value 10^−8^) were significantly enriched in this gene set (Table 2). 

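In BP cells the ontology analysis was not repeated, and 7 gene lists were tested in its place. Integrated stress response genes were higher than in CTL (median log2 change 0.22, adjusted p 3.34e-11 by limma camera, 34 of 36 genes up), as were HIF1 targets (0.14, adjusted p 0.000934, 29 of 34 up). Neither list passed with fry (adjusted p 0.442 and 0.487), and the same controls serve all groups. Interferon-stimulated genes (0.05, adjusted p 0.565), p53 targets (0.02, adjusted p 0.688), immediate early genes (0.07, adjusted p 0.274) and S phase genes (−0.02, adjusted p 0.261) did not pass the threshold.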

Out of the 254 genes significantly changed in H1299*shRAD9* bystander positive cells, ontology analysis showed that the biological processes RNA metabolism (p value 0.05) and cell organization (p value 0.02) were mostly affected in bystander cells. Cell cycle processes and cell division were not affected in the bystander population; however, processes such as cell re-organization were significantly enriched in both gene sets (p value of <0.02) (Table 2).

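The G2/M phase genes did not change in H1299*shRAD9* BP cells (median log2 change 0.01, adjusted p 0.499 by limma camera, 31 up and 23 down) or BN cells (0.03, adjusted p 0.238). *CCNF* was lower in 3 of 5 BP pairs (−0.10 ± 0.26) and *PIF1* in 2 of 5 (−0.02 ± 0.16). In H1299 the list was slightly lower in BP (−0.14, adjusted p 0.00509) and BN (−0.11, adjusted p 0.00154). The difference between the cell lines, tested as an interaction, was 0.15 in BP (adjusted p 0.0039) and 0.13 in BN (adjusted p 0.000304), and neither passed under fry.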

**Table 2:** **Enriched GO categories among differentially expressed genes in directly irradiated (DBP) vs. controls and bystander positive (BP) vs. controls**

Gene Ontology Term (Biological process)	DBP (p value)	BP (p value)
**Organelle fission**	3.3 × 10^−11^	NS^a^
**Cell cycle phase**	5.7 × 10^−10^	NS^a^
**Nuclear division**	8.1 × 10^−10^	NS^a^
**M phase of mitotic cell cycle**	1.3 × 10^−9^	NS^a^
**Cell division**	3.8 × 10^−8^	NS^a^
**Cell organization**	0.00001	0.02
**Cellular process**	0.00004	0.0003
**Microtubule-based process**	0.0002	NS^a^
**Cellular component organization**	0.001	NS^a^
**Macromolecule metabolic process**	NS^a^	0.0015
**Chromosome segregation**	0.002	NS^a^
**RNA metabolic process**	NS^a^	0.05

^a^NS = not significant (p > 0.05).

### Quantitative PCR validation of microarray changes

We selected genes for qPCR validation on the basis of expression fold change and low FDR. 

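The arrays were read for genes from both ends of the comparison of unirradiated cells. *PRDM1* rose by 2.16 (SE 0.37, adjusted p 0.00352, limma), *CD86* by 1.79 (SE 0.29, adjusted p 0.00288) and *DOK3* by 0.67 (SE 0.20, adjusted p 0.0311), the last with overlapping groups. *ADCY7* was not differentially expressed (0.28, SE 0.84, adjusted p 0.818), with 2 of 5 H1299*shRAD9* arrays well above background. It rose by 2.55 with the authors' processed values (adjusted p 0.000427). Among the down regulated genes, the log2 changes were −4.45 for *NNMT* (adjusted p 0.000127), −3.62 for *LIMCH1* (adjusted p 6.95e-07), −3.56 for *PDE2A* (adjusted p 7.63e-06), −3.37 for *FTCD* (adjusted p 4.4e-08) and −3.12 for *NUPR1* (adjusted p 0.0122). On the H1299*shRAD9* arrays *NNMT* was well above background on 3 of 5 and *LIMCH1* on 1 of 5, so the size of their falls is uncertain. With normexp background correction the changes were −3.17 and −2.39.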

We selected 5 of the most up regulated (*PRDM1, DOK3, CD86, ADCY7,* and *STAT6*) and 5 of the most down regulated (*LIMCH1, NNMT, NUPR, FTCD* and *PDE2A*) genes after RAD9 reduction in H1299. 

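Over the differentially expressed features of unirradiated cells, the log2 fold change of H1299*shRAD9* relative to H1299 ranged from −4.45 to 2.39. The lower end is *NNMT*, which was near background in H1299*shRAD9* cells and gave −3.17 with normexp background correction. The upper end, A_33_P3298612, was near background in H1299 cells and gave 1.35. The lowest value was −5.60 when features well above background on 4 of 5 arrays of either group were kept. In the authors' list the values ranged from −3.76 to 2.55.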

Log_2_ transformed fold changes ranged from −5.6 to +2.3 by microarray analysis. 

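On the arrays, *CCNF* (−0.17, adjusted p 0.449, limma) and *SEPT7* (−0.11, adjusted p 0.629) did not differ between unirradiated H1299*shRAD9* and H1299 cells. *ATF7IP* (−0.29) did not reach the criterion on variation. *PIF1* (−0.56) had an adjusted p of 0.0379, but its unadjusted p of 0.00666 was above the threshold. *ZNF480* fell by 1.30 (adjusted p 0.0204), while *STEAP1* (0.84, adjusted p 0.0102) and *PMEPA1* rose, the latter from 1.48 to 2.73 (adjusted p 0.00533).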

We also validated by qPCR genes that did not show significant changes in mRNA levels by microarray in RAD9-reduced H1299 (*ATF7IP*, *CCNF*, *SEPT7* and *PIF1*), and other genes that were selected based on fold change alone (*ZNF480*, *STEAP1* and *PMEPA1*). 

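The qPCR fold changes were recalculated from the Ct values, normalized to *ACTB*, and set beside the arrays. Ct values were present for 13 genes, since *CD86*, *ADCY7*, *STAT6* and *FTCD* had none. The direction was the same for 12 of the 13, and the fold changes correlated at 0.952 across genes, which are not independent replicates (2-sided permutation p = 1e-05, the smallest possible with the permutations drawn). The exact permutation p of qPCR alone was under 0.05 for 7 genes. The qPCR change was larger than on the array for *ATF7IP* (−1.51, exact p = 0.0159) and *DOK3* (1.52, exact p = 0.0238), and absent for *PIF1* (−0.01, exact p = 0.992). The Ct values taken for *ATF7IP* carried a differently spelled gene label, so they might belong to another gene. That uncertain pair is counted in the 13 genes, the 12 with the same direction and the 7 under 0.05. All 14 Ct values of H1299 replicate 5 were identical to those of H1299*shRAD9* replicate 1. Without that replicate *LIMCH1* changed from −2.76 to −3.43 and *PRDM1* from 1.71 to 2.35. The exact permutation p then went from 0.0794 to 0.00794 for *PRDM1* and from 0.0556 to 0.00794 for *PMEPA1*, so both also came under 0.05.

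**Figure D3:**
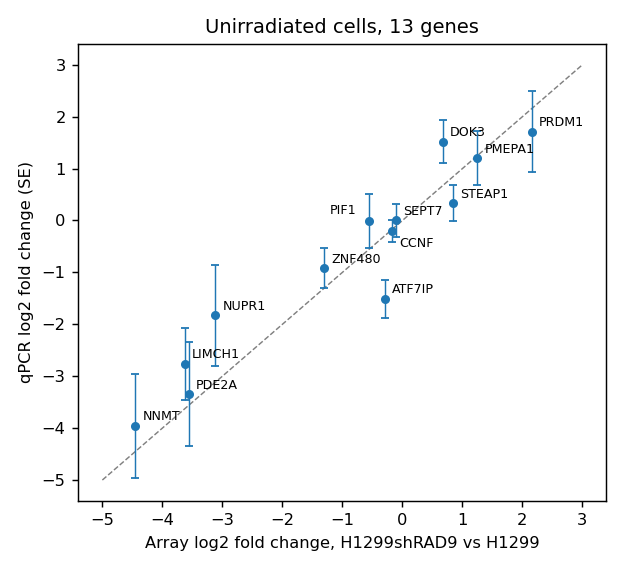
Log2 fold change of 13 genes between unirradiated H1299shRAD9 and H1299 cells by qPCR (with SE) against the arrays; the dashed line marks equal values.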

We found a close correlation between the measured fold change for 13 out of these 17 genes by microarray and qPCR (Figure 3A).

**Figure 3:**
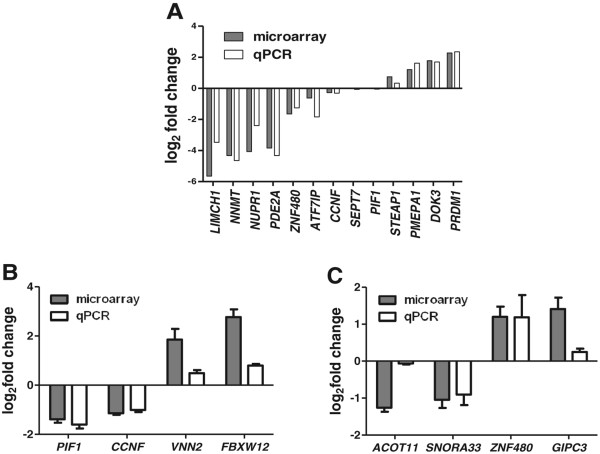
**Comparison of gene expression assessed by microarray and real time qPCR.** Relative gene expression values are log_2_ (fold change) compared to matched controls. Each histogram represents the mean of 5 biological replicates with SEM error bars, where applicable. Grey bars are microarray measurements and open bars are from real time quantitative PCR. **A**. Comparison of gene expression in unpaired H1299 and H1299*shRAD9* samples. **B**. Comparison between directly irradiated cells corresponding to bystander positive (DBP) with unirradiated controls and **C**. Comparison between bystander positive (BP) cells with unirradiated controls. Genes monitored are listed on the x-axis.

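In DBP cells the falls of *PIF1* (−1.35, adjusted p 0.0399 by limma) and *CCNF* (SE 0.10, adjusted p 0.0285) were among the 3 largest with the same direction in all 5 pairs. *FBXW12* rose by 0.82 on average but in only 2 of 5 pairs (SE 0.57, adjusted p 0.546). *VNN2* was lower (−0.31, adjusted p 0.252) and was well above background on none of the DBP arrays. With the authors' processed values *FBXW12* (2.77, adjusted p 0.0446) and *VNN2* (1.85, adjusted p 0.0765) were both higher.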

To verify gene expression changes detected by microarray analyses after direct irradiation, we selected two genes with the highest fold change (*FBXW12* and *VNN2*) and two with the lowest fold change (*PIF1* and *CCNF*) in H1299*shRAD9* directly irradiated corresponding to bystander positive (DBP) cells, for qPCR validation. From H1299*shRAD9* bystander positive (BP) cells, we selected two genes with the highest fold change (*GIPC3* and *ZNF480*) and two with the lowest fold change (*ACOT11* and *SNORA33*). 

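In the BP comparison, *ZNF480* had the largest rise among features changed the same way in all pairs (1.31, adjusted p 0.0448, limma) and *SNORA33* fell by 1.02 (adjusted p 0.0448). *GIPC3* rose by 1.00 in 4 of 5 pairs (adjusted p 0.231), and by 1.41 with the authors' processed values (adjusted p 0.0922). *ACOT11* was slightly higher (0.14, adjusted p 0.65), and its other feature was lower (−0.34).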

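By qPCR, *PIF1* (−1.60) and *CCNF* (−1.01) fell in all 5 DBP pairs, and *SNORA33* (−0.90) in all 5 BP pairs, each with an exact permutation p of 0.0625, the smallest that 5 pairs allow. Averages for *FBXW12* (0.50, exact p = 0.125), *VNN2* (0.23, exact p = 0.312), *ZNF480* (0.65, exact p = 0.188), *GIPC3* (0.10, exact p = 0.562) and *ACOT11* (0.07, exact p = 0.5) were above 0, each with 4 of 5 pairs up. The direction matched the array for 3 of 4 genes in DBP and 4 of 4 in BP. *VNN2* was the exception, with Ct values as high as 38.8.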

For each condition, mRNA changes for two out of four genes were almost identical as measured by microarray and qPCR (Figure 3B and C). All the genes that were validated also demonstrated a close correlation between microarray and qPCR measurements across other class comparisons (data not shown).

### Comparative gene network analysis in H1299 cells containing reduced or inherent levels of RAD9 protein

The 1845 genes differentially regulated after *shRAD9* mediated reduction and their corresponding expression fold changes were uploaded into the Ingenuity Pathway Analysis (IPA) suite. Of these differentially expressed genes, 65% (1016 identified in IPA) were down regulated. We next queried well known pathways predicted to be affected in these cells, given the large number of genes altered in expression by RAD9 reduction (Figure 4A). 

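Transcripts of the interferon pathway were lower in unirradiated H1299*shRAD9* cells, by modest amounts. *IFITM1* fell by 0.65 (SE 0.18, adjusted p 0.026, limma). *IRF9* (−0.38, adjusted p 0.0755) and *PSMB8* (−0.55, adjusted p 0.052) did not pass both thresholds, and *IFI35* (−0.45) did not pass the criterion on variation, and was differentially expressed in 3 of the 6 alternatives in which it was tested. With the authors' processed values *PSMB8* passed (adjusted p 0.0322). As a wider test, 46 interferon-stimulated genes were lower (median −0.18, adjusted p 2.5e-05 by camera, 33 of 46 down). The unadjusted fry p of this list was 0.00151, and it did not pass after adjustment.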

The top pathway selected by IPA was Interferon signaling (p value 10^−5^) (Figure 4B), in which mRNA changes occur in genes at all levels of this network (Figure 4C), with an overall reduction in mRNA of multiple known target genes, such as *IRF9*, *IFITM1*, *PSMB8* and *IFI35* [26]. We also looked for other well-defined pathways that were subject to a similar suppression at the mRNA level, by exploring the information and networks from down regulated genes only (65% of the total identified genes affected). The UVA-induced MAPK signaling pathway was significantly repressed after RAD9 reduction (p value 10^−3^) (Figure 4B and D), where repression of multiple transcripts encoding members of regulatory complexes; p38MAPK, JNK and PARP was observed. 

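Of the transcripts named for this pathway, *PARP1* did not differ between the cell lines (−0.39, SE 0.26, adjusted p 0.274, limma), and its other feature gave 0.05. In none of the 16 alternatives was it differentially expressed. The members of the p38MAPK and JNK complexes were not analysed here.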

In both pathways, STAT1 (mRNA down regulated −1.6 fold) appeared as a central player involved in signal transduction. This suggests interference in the stress response of cells following RAD9 reduction, possibly compounded in H1299 cells by the lack of p53 and its downstream effectors. A similar analysis of up regulated genes did not reveal a significant effect on other pathways in IPA (Figure 4B).

**Figure 4:**
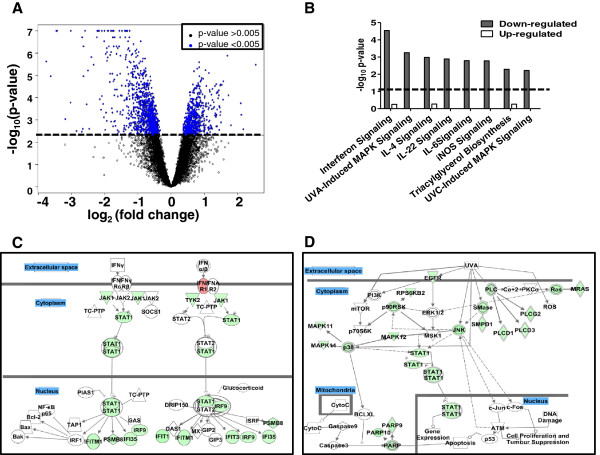
**Network analysis and comparison of gene regulation in H1299** ***shRAD9*** **cells relative to H1299 cells with inherent levels of RAD9. A**. Volcano plot showing genes whose expression is significantly altered (blue), when RAD9 is reduced, above the p value cut-off -log_10_ (0.005) shown as the bold dashed line; log_2_ (fold change) on the x-axis and -log_10_ (p value) on the y-axis. **B**. Pathways affected after RAD9 reduction in H1299 cells: pathways were ordered by decreasing significance [−log10 (p value)] in down regulated genes (solid grey bars). Up regulated genes (open bars) did not show pathway enrichment. **C**. Interferon signaling pathway and **D**. UVA-MAPK signaling pathway were top pathways affected at various levels of signal transduction after RAD9 reduction in H1299 cells. The IPA canonical pathways are shown overlaid with changes of gene expression indicated by different colors. Up regulated genes are red and down regulated genes green, blank nodes are genes that are in the pathway but not in the dataset. Solid lines indicate direct interactions between molecules and dashed lines indicate indirect interactions. Bold grey lines separate cellular compartments, such as extracellular space, cytoplasm, mitochondria and the nucleus. In the UVA-MAPK pathway diagram, signal transduction affects biological processes, such as apoptosis and cell proliferation downstream of nuclear gene expression changes.

### Comparative gene network analysis in direct and bystander irradiated H1299 cells with reduced levels of RAD9 protein

We compared gene expression networks generated from differentially expressed genes in the H1299*shRAD9* directly irradiated cells corresponding to bystander positive (DBP; 572 significantly differentially regulated genes) and in corresponding bystander positive cells (BP; 254 significantly differentially regulated genes). Figure 5A shows the volcano plot of expression changes and corresponding p values in DBP cells, where 50% of the 572 genes were up regulated (all blue dots above the dashed line are statistically significant genes with p values <0.006). 

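In DBP cells, 124 of the 217 features (57.1%) were up regulated and 93 were down regulated. On the authors' list the up regulated share was 46.3%. The 2 parts behaved differently in H1299. Of the 93 down regulated features, 91.4% were also lower in H1299 DBP cells (median −0.63 in H1299*shRAD9* and −0.53 in H1299), whereas 39.5% of the 124 up regulated ones were higher. Among the up regulated features of genes with several, middle ranks left out, 88.9% were nearer the 5′ end by rank. Of all those tested it was 53.8%.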

Figure 5B is the volcano plot of expression changes and corresponding p values in BP cells, where 85% of the 254 genes were up regulated (all blue dots above the dashed line are statistically significant genes with p values <0.006). 

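In BP cells, 265 of the 285 features (93.0%) were up regulated, and 20 were down regulated (median absolute change 0.62). On the authors' list the share was 81.9%. Of 163 up regulated features of genes with several, middle ranks left out, 150 (92.0%) were nearer the 5′ end by rank. Elsewhere on the same genes the rise was much smaller, at a median of 0.06 against 0.62. This is the pattern expected if labeled RNA was shorter on the control arrays, and it limits what the rise says about transcription. An effect of the index of 5′ against 3′ signal, when simulated, gave 43 unchanged features in BP, against the 285 found. The size of that effect was set rather than estimated from the data, so it does not tell how much of the list it explains. In an analysis chosen after the data had been seen, 0 features differed when only the most 3′ feature of each gene was kept. Of the 285 features, 92 were the only feature of their gene (79 up) and 16 the most 3′ of several (13 up). A further 175 were other features of genes with several (172 up). Features of the first and second kind were kept there, so the 0 does not show that they were unchanged.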

For network analyses, we used the IPA core analysis tool, which compares two or more sets of genes and their corresponding fold changes based on networks and prediction of regulatory mechanisms. Comparison of networks within these two cell populations revealed both similarities and differences in gene regulation. This has been documented previously in other bystander gene expression studies [6, 9]. IPA upstream regulator analysis predicted activation of the SP1 transcription factor (z-score +2.61 in DBP cells; +2.5 in BP cells) (Figures 5C and D) after direct and bystander radiation exposure in H1299*shRAD9*. Although this network was also predicted to be activated in H1299*shRAD9* directly irradiated corresponding to bystander negative (z-score +2.45 in DBN cells), 10 out of 22 genes differentially expressed in DBP, shown in the SP1 network in Figure 5C, were not similarly affected in DBN cells.NUPR1 DNA binding nuclear phospho-protein p8, which acts as a transcription regulator via chromatin binding, was also predicted to be activated in directly irradiated cells corresponding to bystander positive (z-score +2.61 in DBP), but inactivated in bystander positive cells (z-score −1.89 in BP) (Figures 5E and F). 

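The network was drawn by IPA, and its z-scores were not recalculated. Of 22 genes shown for DBP, 19 were tested and 5 were differentially expressed, 4 up and 1 down; 13 had a positive and 9 a negative change. The *SP1* transcript itself was lower in all 5 DBP pairs (−0.21) and fell outside the criterion on variation. *PARP1* rose in DBP (0.77, adjusted p 0.0783, limma) and BP (0.78, adjusted p 0.0464), but its feature lies at the 5′ end, and the other feature gave 0.12 and 0.02. *PTN* (0.55, adjusted p 0.0849) also rose in DBP. The paper proposes activation of SP1 from the direction of its targets.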

There was no overlap of genes in the NUPR1 networks for these two cell populations, suggesting that regulation of NUPR1 might be different in directly irradiated cells (DBP) and corresponding bystander positive (BP) cells. 

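The *NUPR1* transcript rose in 4 of 5 DBP pairs (0.61, adjusted p 0.226, limma), which did not pass the threshold. Of 8 genes drawn for BP, 6 were tested and 2 were differentially expressed, *PARP1* and *HIST1H1B* (0.57, adjusted p 0.0973). In DBP *ASNS* rose (0.58, adjusted p 0.0944). This stress-responsive gene and *CHAC1* belong to the integrated stress response list, which was higher in DBP (median 0.33, adjusted p 4.5e-12 by camera, all 36 genes up) as in BP. The list passed with fry in neither group, and both groups share the same controls. The paper proposes different regulation of NUPR1 from the absence of shared network genes. Networks were not analysed here.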

Of note, 22 out of 25 genes in the NUPR1 network of directly irradiated corresponding to bystander positive (DBP), shown in Figure 5E, overlapped with the NUPR1 network in directly irradiated cells corresponding to bystander negatives (DBN, not shown) and the direction of change was the same in both populations.

**Figure 5:**
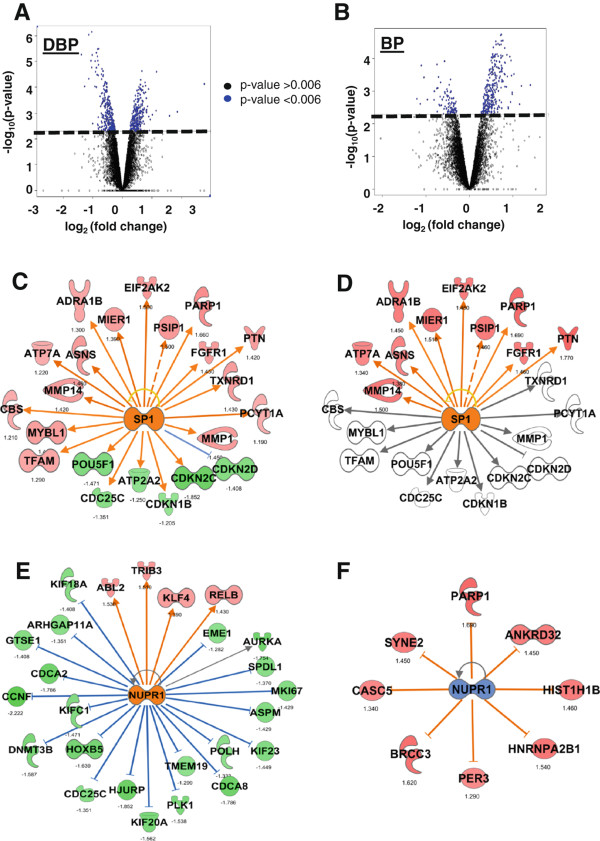
**Network analysis and comparison of regulation in H1299** ***shRAD9*** **bystander response. A** and **B**. Volcano plots showing significantly responding genes (blue) above the p value cut-off -log_10_ (0.006) shown as the bold dashed line in directly irradiated cells corresponding to bystander positive (DBP) and bystander positive (BP) H1299*shRAD9* cells, respectively. Values are log_2_ (fold change) on the x-axis and -log_10_ (p value) on the y-axis. **C**. and **D**. Ingenuity Pathways analysis (IPA) generated SP1 network, overlaid with relative gene expression in directly irradiated (DBP) and corresponding bystander positive (BP) cells, respectively. **E**. Ingenuity Pathways analysis (IPA) generated NUPR1 networks, overlaid with relative gene expression in directly irradiated cells corresponding to bystander positive (DBP). **F**. IPA generated NUPR1 network in bystander positive (BP) cells. In all network diagrams, up regulated genes are colored red and down regulated genes green, with fold changes shown under the nodes. Blank nodes are genes that are in the network but not in the dataset. Solid edges (lines and arrows between nodes) represent direct interactions between molecules and dashed edges represent indirect associations between molecules based on information in the Ingenuity knowledge base. Orange colored lines and nodes represent known activation and blue colored lines and nodes represent known inhibition. A grey line represents an unchanged or unpredicted relationship between two nodes. Numbers under nodes are fold-change values.

The numbers of genes differentially regulated in the two directly irradiated cell groups, one corresponding to bystander positive (DBP) and the other corresponding to bystander negative (DBN) cells were 572 and 591, respectively, with approximately 50% of the genes in common to both groups (Figure 6A). These 311 overlapping genes showed similar trends in gene expression and none changed in the opposite direction in the two gene sets. 

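No feature among the 160 shared by DBP and DBN changed in opposite directions. The changes of the 2 groups correlated at 0.818 over all features, and 2 of 50 simulations of unchanged groups with shared controls reached that value. Features differentially expressed in only 1 of the groups were compared with their change in the other. The 57 found in DBP alone all had the same sign in DBN, with medians of 0.587 and 0.508, and the 423 found in DBN alone all had the same sign in DBP (0.608 and 0.446). Unchanged groups simulated with shared controls had the same sign for 83.2% on average, but only features of the shorter list alone, as in DBP, were simulated. For the 57 in DBP alone the ratio of the 2 medians was 0.866, against a simulated mean of 0.407. In 1 of 50 simulations it was as large. For the 423 in DBN alone it was 0.734, a case that was not simulated, so this value has no reference.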

We were interested in the genes unique to each condition i.e. 261 in DBP (left side of the Venn diagram in Figure 6A) and 280 in DBN cells (the right side of the Venn diagram) as they may suggest differences in signaling mechanisms responsible for the very different responses observed in the corresponding bystander cells. Network and upstream transcriptional factor analyses in IPA predicted that the top transcriptional regulator, Hypoxia Inducible Factor 1-alpha subunit, HIF1α was activated in directly irradiated cells corresponding to bystander negative (z-score +2.74 in DBN) and inhibited in directly irradiated cells corresponding to bystander positive (z-score −1.55 in DBP). This transcription factor was selected because of correspondence to the highest significance z-score in DBN gene networks. 

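The prediction rests on target genes, since the *HIF1A* transcript did not change in DBP (−0.08, adjusted p 0.832, limma) or DBN (−0.06, adjusted p 0.855). A list of 34 HIF1 targets fixed before the data were examined was higher in DBP (median 0.12, adjusted p 0.00785 by camera, 28 up) and less clearly so in DBN (0.06, adjusted p 0.0448, 21 up). The list passed with fry in neither group, and both share the same controls. Compared directly, DBN and DBP did not differ for this list (−0.06, adjusted p 0.407). The paper proposes opposite states of HIF1α in the 2 groups from the z-scores, which were not recalculated.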

The network centered on HIF1α, as shown in Figure 6B, is generated from these two unique gene subsets. On the left side of the Figure, in both panels, are genes significant only in directly irradiated cells corresponding to bystander positive (13 genes in DBP that connect with HIF1α). On the right side in both panels of Figure 6B are genes significant only in directly irradiated cells corresponding to bystander negative (11 genes in DBN that connect with HIF1α). The upper panel in Figure 6B depicts the predicted HIF1α inhibition status in directly irradiated cells corresponding to bystander positive (DBP) only, with consequent down regulation of target genes in this group [27]. Some genes such as *MMP1* and *TFAM* were expected to be up regulated following inhibition of HIF1α [28, 29]. However, most genes, such as *BCL2L1* and *CDKN1B*, were down regulated, as expected following HIF1α inhibition/degradation [30, 31]. 

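Of 13 genes drawn for the DBP network, 12 were tested and 1 was differentially expressed, *ID2* (−0.55, adjusted p 0.0934, limma). *BCL2L1* (−0.27, adjusted p 0.249) and *CDKN1B* (−0.23, adjusted p 0.319) were lower in all 5 pairs without passing the threshold. *MMP1* (0.70, adjusted p 0.106) and *TFAM* (0.41, adjusted p 0.119) were higher in all 5 pairs without passing it. The *TFAM* feature lies at the 5′ end, and the other gave −0.07.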

The genes on the right side of this panel remained unchanged in DBP cells. In contrast, the lower panel of Figure 6B depicts predicted HIF1α activation status and the network of gene expression in directly irradiated cells corresponding to bystander negative, DBN cells, which are now shown as regulated on the right side. In this part of Figure 6B, genes to the left were not significantly changed in DBN cells and remain uncolored. However, on the right of this lower panel, the majority of the genes were expected to be induced following the prediction of HIF1α activation in DBN cells, for example *CDKN1C* and *VEGFA* were expected to be induced following HIF1α activation [32, 33]. 

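In DBN cells 5 of 9 tested genes of the network were differentially expressed: *HMOX1* (1.31, adjusted p 0.0424, limma), *VEGFA* (0.59, adjusted p 0.0981), *MAFF* (0.54, adjusted p 0.0801) and *NR4A1* (0.65, adjusted p 0.0957) rose, and *BANP* fell by 0.48 (adjusted p 0.0763). *CDKN1C* rose in all 5 pairs without passing the threshold (0.39, adjusted p 0.153), as did *SESN2* (0.69, adjusted p 0.11). In DBP *VEGFA* (0.47, adjusted p 0.452) and *CDKN1C* (0.23, adjusted p 0.472) moved in the same direction. The *VEGFA* rise in DBN was not stable, being found in 3 of the 17 alternatives.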

The previously mentioned *SP1* gene is also seen in this overlay as a down regulated target gene following HIF1α inhibition [34].

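The *SP1* feature was lower in all 5 DBN pairs (−0.38) as well as in DBP. It did not pass the criterion on variation, and it was differentially expressed in none of the 4 alternatives that tested it.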

**Figure 6:**
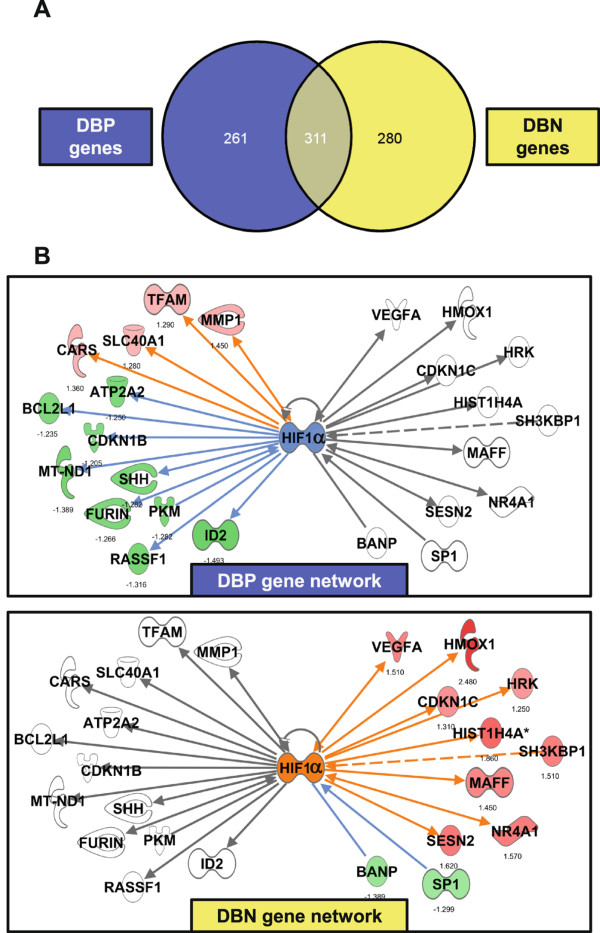
**Network analysis and comparison of regulation in H1299** ***shRAD9*** **cells directly irradiated and corresponding to bystander positive (DBP) or to bystander negative (DBN) cells. A**. Venn diagram of overlap in significantly differentially expressed genes from directly irradiated cells corresponding to bystander positive, DBP and those corresponding to bystander negative, DBN cells, constructed using VENNY. Venn diagrams were generated using Venny [35]. **B**. Ingenuity Pathways analysis (IPA) generated HIF1α network connecting to genes that were only significantly changed in DBP cells, left of the HIF1α node, and genes that were only significantly changed in DBN cells, right of HIF1α node. In the upper panel, genes are overlaid with relative expression levels in directly irradiated cells corresponding to bystander positive (DBP). In the lower panel, genes are overlaid with relative expression in directly irradiated cells corresponding to bystander negative (DBN). Up regulated genes are red and down regulated genes green, with fold changes shown under the nodes. Blank nodes are genes that were in network but not in the dataset used to show fold-changes. Solid edges (lines and arrows between nodes) depict direct interactions between molecules and dashed lines represent indirect associations between molecules based on information in the Ingenuity knowledge base. Orange colored lines and nodes represent known activation and blue colored lines and nodes represent known inhibition. A grey line represents an unchanged or unpredicted relationship between two nodes.

## Discussion

It is well established that a DNA damage response can be induced not only in cells exposed directly to radiation but also in neighboring unirradiated bystander cells (reviewed in [3]). Nevertheless, the signaling mechanisms that mediate this non-targeted effect are not well defined. Previously, we studied the effect of *Mrad9* null in mouse embryonic stem cells, where it was established that these cells, relative to the wild-type control, demonstrate enhanced spontaneous and high-LET radiation induced bystander apoptosis and micronucleus formation, with much less of a differential effect on cell killing by direct or bystander α particle exposure [14]. In the present study, we analyzed the formation of delayed chromosome and chromatid aberrations at seven days after 1 Gy α particle exposure. We found that chromatid aberrations were induced at higher levels in *Mrad9*^*−/−*^ cells, compared with the *Mrad9*^*+/+*^ population, and low background levels were restored in the mutant cells when *Mrad9*^*+*^ was ectopically expressed. These results indicate that *Mrad9* plays a role in protecting against long-term genomic instability after irradiation. Examination of these cell populations up to 28 days post-irradiation revealed continuing induction of chromosome aberrations in the *Mrad9*^*−/−*^ cells, and background levels when *Mrad9* was ectopically expressed (data not shown). These findings in mouse ES cells are consistent with those obtained using H1299, indicating that reduced levels of RAD9 enhance many direct and bystander radiation responses.

This study also focused on the role of human RAD9 in the radiation induced bystander response, using a transcriptome profiling approach. RNA interference was used to reduce RAD9 protein levels in the human non-small cell lung carcinoma cell line, H1299 [36]. Micronucleus formation in binucleate cells, as a measure of the damage response, was used as an endpoint. While all cell populations directly irradiated with 1 Gy α particles showed >50% micronuclei frequency, bystander cells, on the other hand, showed a wide range of micronuclei responses, from background levels to a frequency >20%. Because of the heterogeneity of this response, we assessed damage in individual Mylar dishes, as opposed to pooling cells from multiple dishes. We selected only those bystander RNA samples for further processing that showed a robust micronucleus response (>20%), in an attempt to minimize noise within the microarray gene expression results. These high responders were designated bystander positive and constituted ~3% of the total dishes processed individually for each group, H1299 and H1299*shRAD9*. We also selected bystander negative dishes wherein we observed background levels of micronuclei, for further study. For every bystander sample chosen, we isolated RNA from the paired outer dish (directly irradiated), in which micronuclei formation was consistently >50%, and a matched unirradiated control (micronuclei frequency at background, <3%). The goal of this approach was two-fold, to determine the effect of RAD9 on the bystander response and to suggest a mechanism underlying the observed variability in intensity of that response.

We found that RAD9 reduction had a significant effect on the mean micronuclei fold induction above background in directly irradiated or bystander cells (Figure 2B); reduction of RAD9 also caused a modal shift in the number of dishes having a higher fold of micronuclei above background (Figure 2C and D). This indicates that RAD9 protects against the formation of micronuclei after α particle exposure.

Gene expression was assessed via whole genome microarray analysis of transcripts, initially in unirradiated H1299 and H1299*shRAD9* cells. Differential expression of 1845 genes was detected, and 60% were down regulated in the H1299*shRAD9* cells relative to the H1299 parental control. Previously, it was reported by us that *RAD9* over expression in H1299 cells transcriptionally activated *CDKN1A* [37]. Another study showed that *RAD9* overexpression in H1299 cells initiates a p21(CDKN1A)-dependent senescence program [38]. 

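The log2 level of *CDKN1A*, at a feature spanning 36652178 to 36652237 on chromosome 6, was −1.64 ± 0.26 (SD, n = 5) in H1299*shRAD9* cells and −0.76 ± 0.27 in H1299 cells. The fold change was −1.84 (log2 −0.88, adjusted p 0.00728, limma). The signal was well above background on 3 of the 5 H1299*shRAD9* arrays and all 5 H1299 arrays. The size of the fall depended on the background correction, with a log2 change of −0.36 with normexp. The gene was differentially expressed in 14 of the 16 alternatives. The arrays do not tell which regulator was involved.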

In the present study, we observed down regulation of *CDKN1A* mRNA (−1.7 fold change, FDR <1.5%) in H1299*shRAD9* cells, consistent with a role for RAD9 in *CDKN1A* transcription control.

Network and ontology analysis of the genes down regulated when RAD9 level is reduced indicated that Interferon signaling and MAPK stress response pathways were suppressed at the mRNA level (Figure 4). Interferons have anti-proliferative properties and promote apoptosis in immune system cells via a STAT1-based mechanism, and the connection between RAD9 reduction and this pathway is not obvious. The STAT1 transcription factor is also central to the UVA-MAPK pathway, which involves p38MAPK and JNK in a signal transduction network leading to expression of target DNA repair genes. There is evidence for the reduction of RAD9 abundance resulting in diminished transcription of nucleotide excision repair genes, such as *DDB2* and *XPC* [39]. However the effect of RAD9 reduction on the UVA-MAPK pathway is a novel finding.

Another interesting result, related to the large number of down regulated genes, was the significance of the cytoskeletal protein binding molecular function category (p value 10^−5^) revealed by gene ontology analyses (Table 1). Enrichment of this functional category after RAD9 reduction was based on 49 down regulated genes related to cell structure. Although the connection between radiation sensitivity and cytoskeletal organization is not well defined, there is evidence that overexpression of cofilin, a protein that promotes disorganization of the actin cytoskeleton, can increase radiation sensitivity of H1299 cells [40]. These findings suggest it would be interesting to study the role of RAD9 protein in mediating a DNA damage response through cell structure organization.

Gene expression was also analyzed four hours after α particle irradiation in bystander and matched directly exposed cells, relative to unirradiated controls. No significantly responding genes were detected in H1299 cells. In another study, H1299 cells were reported to be similarly unresponsive to radiation at the mRNA level, when a subset of radiation response genes were measured after an acute dose of 10 Gy of ionizing radiation [36]. This study looked at gene expression responses up to 24 hours after irradiation and found that H1299 cells did not show a transcriptional response. A study of the gene expression response of the NCI-60 cell line panel, which includes H1299, to 8 Gy of gamma rays, similarly found that p53 played a dominant role in the transcriptional response to radiation [41]. In the absence of p53, E2F transcription factor family member (E2F4) and Retinoblastoma protein family member (RBL2) were predicted as possible regulators of gene expression. In another study on the Lymphoblastoid cell lines TK6 (wild-type p53), NH32 (p53 null) and WTK1 (mutant p53), it was found that in the absence of functional p53, NFκB, E2F1 and E2F4 transcriptional factors dominate the transcriptional response and that the number of genes responding in p53 null cells, over a 24 hour period, was a third of that detected in wild-type p53 cells, with few genes in common [42]. The absence of significant gene expression changes observed in α particle exposed H1299 cells in this study is thus consistent with published reports and likely due to the lack of wild type p53.

We also characterized the transcriptional response of H1299*shRAD9* cells to irradiation. Reduction of RAD9 protein level had a significant effect on gene expression measured four hours after exposure, relative to unirradiated controls. Gene ontology analyses on directly irradiated cells suggested that cell division and cell cycle processes were affected after irradiation (Table 2). IPA analysis of the genes responding to direct irradiation (DBP) and in bystander positive (BP) cells suggested that regulation in DBP and BP cells may be mediated by SP1 and NUPR1 transcription factors, which have not previously been implicated in the bystander response (Figure 5). The SP1 transcription factor, a member of the Retinoblastoma control protein (RCP) family, is known to be a component of the coordinate cellular response after irradiation [43] and can be regulated by ATM-mediated phosphorylation as well as by ATR [44, 45]. Since the 9-1-1 complex is an integral part of ATR signaling, which is also important for the bystander response [15], it is not surprising that SP1 expression is influenced by RAD9 status. SP1 potentially targeted expression of 22 genes in DBP cells, some of which were down regulated [46, 47]. In addition to repression of *CDKN1B* and *CDC25B* mRNA, there was down regulation of *CDKN2* gene transcripts encoding p18-INK4C (CDKN2C) and p19-INK4D (CDKN2D) proteins, which have common functions of binding and inhibiting cyclin/CDK complexes and promoting growth arrest [48]. 

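Among these 4 genes, *CDKN2C* was differentially expressed in DBP cells (−0.84 ± 0.17, SD; adjusted p 0.0461, limma). It fell in all 5 pairs. *CDKN2D* also fell in all 5 pairs but did not pass the threshold (−0.45, adjusted p 0.128), and it passed with the authors' processed values (−0.48, adjusted p 0.0746). For *CDC25B* the change was −0.08, below the criterion on variation. *CDKN1B* was differentially expressed in none of the 15 alternatives that tested it, and its other feature rose by 0.16.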

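*MMP14* rose in all 5 pairs in DBP (0.55, adjusted p 0.0957, limma) and in BP (0.61, adjusted p 0.0644). *MMP1* in DBP passed in 4 of 17 alternatives. *FGFR1* did not change at its brightest feature, with −0.03 in DBP and 0.02 in BP, while another of its features rose by 0.57 in both. In DBP, replicate 1 stood apart from the other replicates for *FGFR1* (−0.62).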

SP1 also potentially targeted induction of genes promoting cell growth and migration, *MMP1*, *MMP14* and *FGFR1* in directly irradiated cells corresponding to bystander positive, DBP; and *MMP14* and *FGFR1* in bystander positive, BP cells [49–51]. The down regulation of transcripts encoding cell cycle inhibitors observed in DBP cells was not observed in BP cells, implying that irradiation may lead to cell cycle changes in directly hit cells that are not matched bystanders.

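In BP cells *CDKN2C* was lower in all 5 pairs by a smaller amount (−0.20 ± 0.09, adjusted p 0.432, limma). *CDKN2D* (0.03), *CDKN1B* (−0.12) and *CDC25B* (0.11) did not change. Parental H1299 cells showed the fall of *CDKN2C* too, by 0.75 ± 0.38 in DBP and 0.46 ± 0.37 in BP. The paper proposes cell cycle changes in directly hit cells that their bystanders do not share, on the strength of these transcripts.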

Network based transcription factor analysis also predicted NUPR1 to be activated in DBP cells, but repressed in BP cells. NUPR1 is a phospho-protein that inhibits apoptosis and promotes cell growth [52, 53], and is over expressed in cancer cells [54]. Its regulation by phosphorylation leads to gene expression, and a microarray study of NUPR1 silencing revealed changes in gene expression enriched in DNA repair and cell cycle functions [55]. In H1299 directly irradiated cells corresponding to bystander positives, NUPR1 activation was predicted, potentially targeting down regulation of a number of genes after irradiation. This same network was not seen in bystander positive cells, implying alternate regulation of this potential transcription factor.

Bystander negative cells that had background levels of micronuclei also lacked a significant gene expression response. This finding supports the idea that the bystander response is highly variable from dish to dish, with percentages of cell populations demonstrating micronuclei ranging from 1% to 48%. This confirms that our technique of sampling a small portion of the dish for micronuclei formation successfully identified responding and non-responding cell populations.

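In BN cells, integrated stress response genes were nevertheless higher than in CTL (median 0.18, adjusted p 1.4e-07 by limma camera, 32 of 36 up), as were HIF1 targets (0.07, adjusted p 0.0104). Neither list passed with fry. The same controls serve all groups, so these shifts do not by themselves set BN apart from unirradiated cells.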

We used a similar approach as above for comparing the genes that responded differently in the two sets of directly irradiated cells, one corresponding to bystander positive, DBP, and the other corresponding to bystander negative, DBN cells. Prediction analysis suggested HIF1α activation (by protein stabilization) as a potential component that may be involved in DBN cell signaling. The most common stimulus for activation/stabilization of HIF1α is hypoxia, but HIF1α can also be activated by growth factors and ROS [27]. Figure 6 shows the predicted network in which HIF1α may be inhibited/degraded in directly irradiated cells corresponding to bystander positive (DBP; upper panel), and includes some common target genes of the SP1 transcription factor, such as *MMP1* and *CDKN1B*. In directly irradiated cells corresponding to bystander negative, HIF1α was predicted to be activated (DBN; lower panel). HIF1α activation occurs by protein stabilization and dimerization with HIF1α protein followed by translocation to the nucleus and activation of known target genes such as *SESN1* and *VEGFA*. HIF1α activation may also have an effect of suppressing the *SP1* transcript in these cells. SP1 was not predicted to be an active regulator of transcription in directly irradiated cells corresponding to bystander negative, in contrast with the irradiated cells corresponding to bystander positive. There is evidence for a role of HIF1α activation in H1299 cells after radiation and the protein was shown to be activated 3 hours after exposure to 3 Gy of ionizing radiation via a phospho-AKT and phospho-ERK1/2 mechanism involving stabilization by the Hsp90 chaperone [56]. In the same study, HIF1α silencing in H1299 cells promoted radiation resistance and lowered endothelial cell viability via VEGFA in conditioned medium. Further studies will be needed to test the ability of HIF1α to mediate differences in extra-cellular signaling from irradiated cells, and to investigate its potential for influencing or predicting whether or not a bystander response is triggered.

## Conclusions

We have presented evidence that RAD9 plays a role in the radiation induced bystander response and that cells deficient in RAD9 show increased sensitivity to direct and bystander irradiation. We demonstrated heterogeneity in the bystander response, using micronuclei formation as the endpoint. All directly irradiated cell populations had high frequencies of micronuclei, but associated neighboring cells had dramatically different bystander responses. In addition, we provide evidence that HIF1α activation status of irradiated cells may be critical for the ability to elicit a bystander response. We demonstrate further support of a role for RAD9 in the bystander response to irradiation, and identify genetic elements that potentially mediate the response. These results are important as they reveal underlying mechanism and potential targets to modify the cellular response to direct and bystander radiation exposure.

## Electronic supplementary material

Additional file 1: **PCR assay information and Ct values.**

Additional file 2: **Representative metaphase spreads showing chromosomal breaks.**

Additional file 3: **Class comparison of genes differentially expressed in H1299** ***shRAD9*** **vs. H1299.**

Additional file 4: **Class comparison of genes differentially expressed in H1299** ***shRAD9*** **cells 4 hours after direct irradiation (corresponding to bystander positive).**

Additional file 5: **Class comparison of genes differentially expressed in H1299** ***shRAD9*** **4 hours after irradiation in bystander positive cells.**

Additional file 6: **Class comparison of genes differentially expressed in H1299** ***shRAD9*** **cells 4 hours after direct irradiation (corresponding to bystander negative).**

Additional file 7: **Class comparison of genes differentially expressed in H1299** ***shRAD9*** **4 hours after irradiation in bystander negative cells.**

## Abbreviations

RAD9: Cell cycle checkpoint control protein RAD9
*Mrad9*: Mouse RAD9 homolog gene
NSCLC: Non small cell lung cancer
MN: Micronucleus
IR: Ionizing radiation
GO: Gene ontology
FDR: False discovery rate
IPA: Ingenuity Pathway Analysis
DBP: Direct irradiated corresponding to bystander positive
BP: Bystander positive
DBN: Direct irradiated corresponding to bystander negative
BN: Bystander negative
HIF1α: Hypoxia inducible factor 1-alpha subunit.

# Supplementary material for: RAD9 deficiency enhances radiation induced bystander DNA damage and transcriptomal response
**Source:** Radiat Oncol. 2014 Sep 18;9:206. doi: 10.1186/1748-717X-9-206
**Supplement:** Supplementary file 2 — Additional file 2: Representative metaphase spreads showing chromosomal breaks.

## Additional file 2

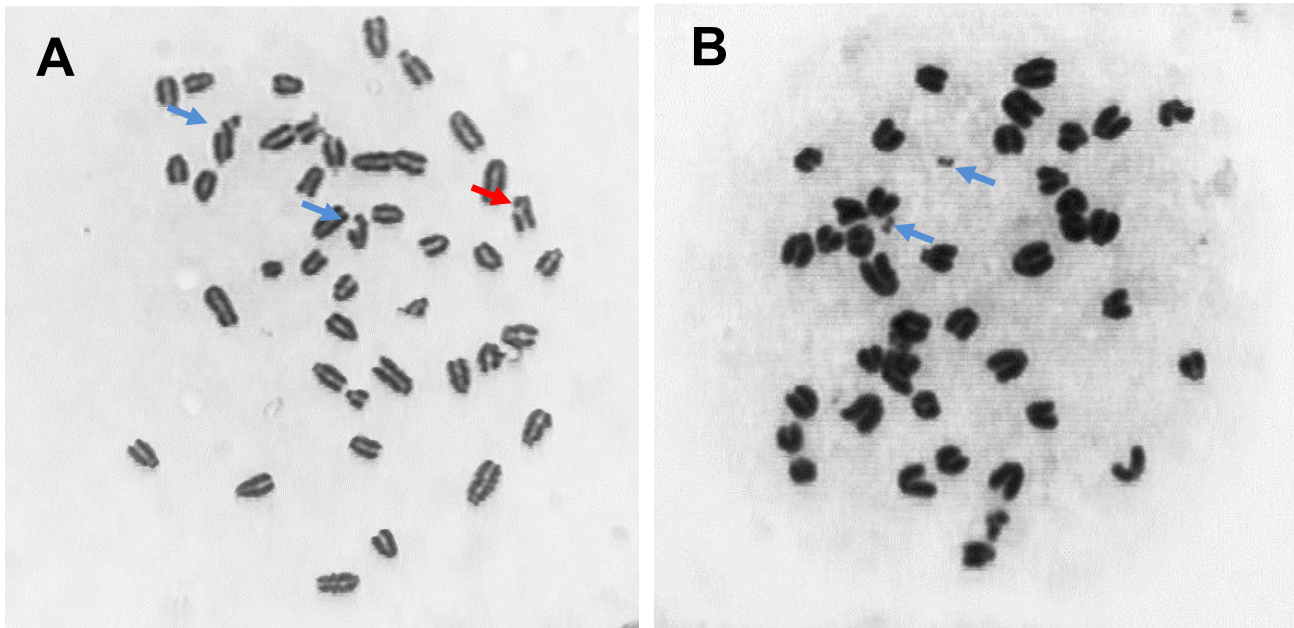

Representative images depicting the types of chromatid (panel A) and chromosome-type (panel B) aberrations scored in this study. In panel A, blue arrows point to chromatid breaks and the red arrow points to a chromatid gap. In panel B, blue arrows point to acentric chromosome fragments.

How the deposited data were processed for this re-analysis (not part of the article)

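The deposited files are the outputs of Agilent Feature Extraction, one per array, for 50 arrays of 44495 spots each. Per the file headers, the software subtracted a spatially fitted background from the intensity of each spot, corrected a multiplicative trend over the array, and gave low spots a surrogate value, which yielded the processed intensities. The authors' own processed values, which they describe as background corrected, log2 transformed and median normalized, were deposited for 9502 features and were used as one of the alternatives. The authors' lists of differentially expressed genes and their Ct values were read from the supplementary files of the paper.

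Of the spots, 43118 carry 34127 probes that are not controls. Here, log2 of the processed intensity was taken, the median of the array over these probes was subtracted, and the spots of a probe were averaged. Spots marked as non-uniform or as population outliers were left out. A feature was kept if it was not marked as an outlier or as not well above background in 25% or more of the 50 arrays (20100 features, 15819 genes), and if it differed at least 1.3-fold from its median in at least 20% of the arrays (12206 features). Features were assigned to genes by accession (25771), symbol (2207) or older symbol (499), with hg19 positions from the array annotation, and 5650 had no gene.

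Groups were compared with limma (lmFit and eBayes). The comparison of unirradiated cell lines was unpaired, at p under 0.005, and the comparisons of irradiated groups with CTL had the replicate number as a block, at p under 0.006, each with a Benjamini-Hochberg false discovery rate under 10%. The paper's methods name matched samples, and the replicate number in the sample labels was taken as the pair. The correlation of same-numbered arrays, after removing group means, had a mean between 0.487 and 0.532 in the H1299shRAD9 comparisons, above the −0.129 of other pairs in DBP, and between 0.139 and 0.414 in H1299. DBN was compared with DBP, and BP with BN, without pairing because they come from different dishes, although same-numbered arrays were alike there too (mean correlation 0.404 and 0.353), and the block was the alternative. The difference between cell lines was tested as an interaction, with cell line and replicate together as a block.

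Genes named are every gene that the paper names in its text, tables or figures for a comparison, and in each comparison the 3 differentially expressed features with the largest rise and the 3 with the largest fall among those changed the same way in all 5 pairs, or with non-overlapping groups where unpaired. A gene with several features is given by the feature with the highest mean signal over the 50 arrays. Where names were set against the authors' lists, the differentially expressed feature, or else that with the lowest p, was taken, which favours the same direction. Other genes named were chosen after their values were seen. These choices, the tests and the alternatives were fixed before the data were examined, apart from 2 alternatives and several tests that the closing section names.

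Gene lists were G2/M phase and S phase genes (the cell cycle lists of the Seurat package), interferon-stimulated genes, HIF1 targets, p53 targets, integrated stress response genes and immediate early genes. They were written down before the data were examined, and tested with limma camera at an inter-gene correlation of 0.01, with fry as the alternative, on 1 feature per gene and without the 1.3-fold criterion. Missing values (733) were filled with the group mean. Adjustment was over all 105 pairs of list and comparison. The largest overlap between lists was 2 genes.

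Single features in small groups, and Ct values, were compared with exact permutation tests, all 2-sided. Ct values were normalized to *ACTB*. Overlaps between lists that share controls were compared with 50 simulated sets of unchanged groups. Counts were compared with 100 regroupings of the same arrays, and in paired comparisons with the 16 that part all pairs. A 5′ to 3′ index per array was the median over 3134 genes of the most 5′ minus the most 3′ feature. Outlying samples were found with the Dixon ratio at 0.71 for 5 samples.

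The code was tested on data simulated with the mean of each feature and its spread pooled over the 10 groups, in which 200 of 12206 features were changed. In the comparison of cell lines 74% were recovered, with 19 unchanged features found as well and 0 with the wrong sign. In H1299shRAD9 DBP it was 71.5%, with 18 unchanged, in H1299 DBP 69%, with 18 unchanged, and in the interaction for DBP 51%, with 10 unchanged. The recovery given beside single comparisons comes from 10 further simulations of each, with the spread of its own fit, which were added after the results had been seen.

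Alternatives covered 75th percentile scaling, quantile normalization, normexp background correction (offset 50), 2 other background criteria, no 1.3-fold criterion, all groups in one fit, the random-variance test, the authors' processed values, slide as a block or a random block, the replicate block removed or added, and each replicate left out in turn. Micronucleus counts, chromosome aberrations, Western blots, and the DAVID and IPA analyses were left out. A single transcript that the paper discusses is not reported here. The software was R 4.3.3 with limma 3.58.1, statmod 1.5.0 and data.table 1.17.8, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.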

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

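None of the tests in this part was chosen after its result was seen, except the comparison of the stress response list between the cell lines across exposure groups, which was added after the list had been found higher.

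In each group of 5, a sample was singled out when its gap to the nearest other sample, divided by the range of the group, was above 0.71. Chance singles out about 1 in 20 groups. Of 201 groups examined, 17 had such a sample, where 10.05 are expected by chance. By kind, there were 5 of 30 for array quality (1.5 by chance), 1 of 10 for *RAD9A* (0.5), 4 of 60 for gene levels (3) and 7 of 101 for pair differences (5.05), so the genes show no excess to speak of and the array measures a small one.

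Among the array measures, the share of probes well above background was 65.38% in H1299shRAD9 CTL replicate 5 (others 58.58% to 60.36%), 58.53% in H1299shRAD9 DBN replicate 1 (others 64% to 65.81%) and 68.67% in H1299 DBP replicate 1 (others 63.1% to 63.74%). The median background-subtracted intensity was 517 in H1299 CTL replicate 3 (others 243.6 to 294.6). The 5′ to 3′ index of H1299shRAD9 DBN replicate 5 was 0.1162 (others −0.04628 to −0.02007). The cause was not tested for any single array.

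The *RAD9A* level was 4.264 in H1299shRAD9 DBN replicate 1 (others 3.593 to 3.766), the array that also had the low share of probes above background. Among gene levels in unirradiated cells, *CD86* was 3.121 in H1299shRAD9 replicate 3 (others 1.459 to 1.872), and in H1299 *DDB2* was 6.402 in replicate 1 (others 6.571 to 6.617), *PRDM1* was −0.9892 in replicate 2 (others −0.1358 to 0.1981) and *STAT6* was 2.414 in replicate 3 (others 1.761 to 1.923). Leaving out any 1 replicate kept *PRDM1* and *CD86* differentially expressed.

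Pair differences from CTL stood apart in DBP for *FGFR1* (−0.6151), *HIF1A* (−0.6175) and *PSIP1* (−0.4034) in replicate 1, *ID2* (−0.9427) in replicate 2 and *PKM* (−0.7072) in replicate 3. In BP it was *FGFR1* (−0.3265) in replicate 1, and in BN the feature A_33_P3361701 of *UBAP2L* (0.2188) in replicate 3. Replicate 1 of DBP holds 3 of these, and leaving it out raised the number of differentially expressed features in DBP from 217 to 735. The cause was not tested.

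By the interaction test, 10 pairs of gene list and exposure group, from 4 lists, changed differently after irradiation in the 2 cell lines, with positive values where H1299shRAD9 was higher. In DBP they were G2/M phase (0.178, adjusted p 2.1e-06 by limma camera), S phase (0.1114, adjusted p 0.0194) and integrated stress response genes (0.07085, adjusted p 0.0263). In BP they were G2/M phase (0.149, adjusted p 0.0039), HIF1 targets (0.1757, adjusted p 0.0194) and integrated stress response genes (0.4139, adjusted p 7.28e-06). In DBN they were G2/M phase (0.2572, adjusted p 7.84e-05), S phase (0.2262, adjusted p 0.0136) and integrated stress response genes (0.1855, adjusted p 0.0121), and in BN G2/M phase (0.1252, adjusted p 0.000304). None passed with fry, and no single feature passed the interaction test by limma, except in DBN under some alternatives (245 features with all groups in one fit, 189 without replicate 1), so the values are not firm evidence of a difference between the lines. The larger spread in H1299 (ratio of median residual SD 1.576) might contribute. A weaker fall of G2/M genes in cells with less RAD9 would be a biological explanation, and it remains a hypothesis.

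The integrated stress response list was not examined by the paper and was higher than in CTL in all 4 irradiated groups of H1299shRAD9, by 0.3316 in DBP, 0.2194 in BP, 0.2208 in DBN and 0.1846 in BN. All 4 share the same 5 control arrays, which might have been low by chance. The list was 0.6542 lower in H1299shRAD9 than in H1299 in CTL, and on average −0.3724 in the 4 irradiated groups, which leaves the question open. In H1299 the list varied from −0.5038 to 1.273 among the CTL arrays, and replicate 2 was high in every group (mean 1.6, lowest 1.273), so the comparison with that line is imprecise. The rise was not seen on every array. In H1299shRAD9 the list was below its matched control in DBP replicate 1 (−0.808 against −0.7038) and slightly in BN replicate 2 (−0.6462 against −0.6443). In H1299 it was higher in DBP (0.2084, 29 of 36 genes up, adjusted p 4.17e-05 by limma camera), BN (0.1133, 32 up, adjusted p 3.4e-14) and barely in DBN (0.01706, 19 up, adjusted p 0.0411). It was lower in BP (−0.1964, 33 of 36 genes down, adjusted p 0.0501 by limma camera), though without 1 replicate this ranged from −0.3395 to 0.1175. None of these passed with fry. A stress response after irradiation, in 1 or both lines, is a biological explanation that remains open.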

How the results depend on the processing

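Of the alternatives in this part, 2 were chosen after the results had been seen: the 5′ to 3′ index as a covariate, and keeping only the most 3′ feature of each gene. All the others were set before the data were examined. A count was taken as unchanged when it was within 1.5 times the value reported, and other results when they kept their direction and their side of the threshold.

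Of 288 counts of features under alternatives set beforehand, 192 were unchanged and 96 moved, and with the 2 added alternatives 20 were unchanged and 14 moved. Counts of 0 that stayed 0 are among the unchanged, and many comparisons had 0 to begin with. These totals therefore overstate how stable the other counts were. Of 1912 results for named genes, 1494 were unchanged, 363 became weaker, 53 became stronger and 2 reversed. Of 1260 results for single gene lists, 1100 were unchanged, 97 became weaker, 57 stronger and 6 reversed. The random-variance test left all 17 counts unchanged. The number of gene lists past the threshold was unchanged in 11 of 12 alternatives, and went from 44 to 0 with fry in place of camera.

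Below, DBP, BP, DBN and BN without a cell line are H1299shRAD9 compared with CTL. With 75th percentile scaling the counts moved to 182 in BP, 0 in H1299 DBP and 0 in H1299 DBN. With quantile normalization they moved to 2 in H1299 DBP and 0 in H1299 DBN. With normexp background correction they moved to 0 in BN, 26 in H1299 DBP, 1 in H1299 BP, 1 in H1299 DBN and 5 in the interaction for DBN.

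With the filter on the software's other mark of significance over background they moved to 0 in DBP, BP, DBN and BN, 2 in H1299 DBP, 0 in H1299 DBN and 0 in both overlaps. Keeping features well above background on 4 of 5 arrays of either group gave 2897 in the comparison of unirradiated lines and 2 in H1299 BP. Without the 1.3-fold criterion the interaction for DBN gave 3.

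With all groups in one fit the counts moved to 168 in BP, 555 in BN, 28 in H1299 DBP, 70 in H1299 DBN, 245 in the interaction for DBN and 257 in the overlap of DBP and DBN. With the authors' processed values they moved to 103 in BP, 309 in DBN, 3 in BN, 0 in H1299 DBN, 1 between DBN and DBP and 43 in the overlap of DBP and BP.

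Slide as a block was not possible for the unirradiated lines, since no slide held both. Elsewhere it moved the counts to 1 in DBP, 0 in BP, 8 in DBN, 0 in BN, 0 in H1299 DBP, 0 in H1299 DBN and 0 in both overlaps. It gave 439 between DBN and DBP, where 1 slide was shared by 2 arrays and 2 residual degrees of freedom were left, so this count is not to be relied on. Slide as a random block gave 1034 between unirradiated lines, 133 in DBP, 0 in H1299 DBP, 34 in H1299 DBN, 45 in the overlap of DBP and BP and 96 in that of DBP and DBN.

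Pairing mattered in H1299shRAD9. With no replicate block the counts were 14 in DBP, 0 in BP, 108 in DBN, 0 in BN, 0 in the overlap of DBP and BP and 13 in that of DBP and DBN, while H1299 DBP (7) and H1299 DBN (2) kept theirs. With a replicate block the unirradiated lines gave 1301.

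Without each replicate in turn, the counts ranged from 899 to 2076 between unirradiated lines, from 0 to 735 in DBP, from 0 to 199 in BP, from 22 to 661 in DBN, and from 0 to 0 in BN. They ranged from 0 to 2 in H1299 DBP, from 0 to 7 in H1299 BP, from 0 to 5 in H1299 DBN, from 0 to 189 in the interaction for DBN, from 0 to 0 in the overlap of DBP and BP and from 0 to 148 in that of DBP and DBN. The *RAD9A* difference ranged from −0.41 to −0.33, and without replicate 2, 3 or 5 its exact permutation p was 0.0571. The same direction in qPCR and arrays was found for 20 of 21 pairs of gene and comparison without H1299 replicate 5, against 19 of 21 with it.

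With the 5′ to 3′ index as a covariate the counts moved to 665 between unirradiated lines, 0 in DBP, 1 in BP, 0 in DBN, 0 in BN, 0 in H1299 DBP, 1 in H1299 DBN and 0 in both overlaps. In simulated data this model recovered 0% of changed features in DBP and DBN, so it says nothing there, while it recovered 42.5% in BP and 46.5% between unirradiated lines (70.5% and 78.5% without the covariate). Keeping only the most 3′ feature of each gene gave 41 in DBP, 0 in BP, 180 in DBN, 0 in the overlap of DBP and BP and 29 in that of DBP and DBN.

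Reversed results among named genes were *STAT6* between unirradiated lines (1.696) and *VNN2* in DBP (1.854), both with the authors' processed values, and *VEGFA* in DBN (−0.03294) with the index as a covariate. For gene lists the direction is that of the test, against all other genes. Reversals without 1 replicate were S phase genes in H1299 DBP (−0.1121 to 0.08635) and integrated stress response genes in H1299 BP (−0.3395 to 0.1175), the interaction for BN (−0.03107 to 0.1701) and BP against BN (−0.06812 to 0.1208). With normexp background correction HIF1 targets (−0.6862) and integrated stress response genes (−0.6995) in H1299 BN reversed, but the median of all features moved there from −0.04236 to −0.7119, so this says nothing about the 2 lists. Between unirradiated lines that median moved from 0.1002 to −0.09065. With the index as a covariate the test turned for integrated stress response genes in H1299 BP, whose median kept its sign (−0.03709). It also turned for immediate early genes in DBP, again with the sign of the median kept (0.04123), and in DBN for immediate early genes (−0.1857), HIF1 targets (−0.1321) and integrated stress response genes (−0.1841), where that model recovered no simulated change and says nothing.

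Some features were not tested in some settings because a criterion removed them, which is why the numbers of alternatives differ between genes.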

Differences from the paper's values

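No test in this part was chosen after its result was seen. Counts here are of features, and those of the paper are of genes.

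In DBP, the paper gives 572 differentially expressed genes in H1299shRAD9, and 217 features were found here. Of the alternatives set before the data were examined, the value without replicate 1 (735) did not differ from the paper's by the measure used, and all the others did, with values down to 0. In BN, the paper gives 3 and 6 were found. Only the authors' processed values gave a count that did not differ (3), and the others ranged from 0 to 555. For genes shared by DBP and BP, the paper gives 146 and 75 were found, and only normexp background correction (109) did not differ. For genes shared by DBP and DBN, the paper gives 311 and 160 were found, and only the fit of all groups together (257) did not differ. The lowest log2 fold change between unirradiated cell lines is −5.6 in the paper and −4.454 here, for *NNMT*, which was near background in H1299shRAD9 cells (−3.17 with normexp background correction). Only the criterion of 4 of 5 arrays well above background gave a value that did not differ (−5.597).

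The paper gives 15859 features after its background criterion and 9502 after that on variation, against 20100 and 12206 here with the mark for well above background. The paper's words are not significantly above background, which also describes the software's other mark. That mark left 24609, further from the paper's number. With it limma gave 0 features in DBP (2039 at an unadjusted p under 0.05), BP (1683), DBN (2270) and BN (2023).

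In parental H1299 cells the paper reports none, while limma gave 7 features in DBP and 2 in DBN and none in BP or BN. With 75th percentile scaling and with slide as a block there were none in DBP or DBN either.

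Several single genes that the paper treats as changed were not differentially expressed here. Between unirradiated lines these were *STAT6* and *ADCY7*, which are among the most induced genes of the paper, and *IRF9*, *PSMB8* and *IFI35*. The authors' processed values give *STAT6* (1.696), *ADCY7* (2.547) and *PSMB8*, *IFI35* passed in 3 of the 6 alternatives in which it was tested, and no alternative gives *IRF9*. In irradiated H1299shRAD9 cells they were *BCL2L1*, *CDKN1B*, *CDKN2D*, *CDC25B*, *MMP1*, *TFAM*, *FGFR1*, *SP1* and *CDKN1C*, of which *CDKN2D* and *TFAM* passed in DBP with the authors' processed values. *MMP1* passed in DBP in 4 of 17 alternatives, and *BCL2L1*, *CDKN1B* and *CDKN1C* in none.

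In the choice of genes for qPCR, *VNN2* was lower rather than among the highest in DBP, and *ACOT11* was slightly higher rather than among the lowest in BP. *FBXW12* and *GIPC3* rose without passing the threshold. The authors' processed values give *VNN2* (1.854), *FBXW12* (2.768) and *GIPC3* (1.409) as differentially expressed, and no alternative gives *ACOT11*. The paper reports no gene that changed in opposite directions in DBP and DBN, while the authors' 2 lists, compared by name, hold 1, as they do for DBP and BP.

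The share of down regulated genes between unirradiated lines is above that of up regulated ones in the paper, and the 2 were nearly equal here. Among the alternatives set before the data were examined, down regulated features were the minority without the 1.3-fold criterion (46.89%), without replicate 1 (46.97%) and with the random-variance test (49.61%). With each of the others down regulated features were in the majority, from 51.74% with the criterion of 4 of 5 arrays to 77.42% with normexp background correction.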

Other observations

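The following tests were chosen after the result they bear on had been seen: the scaling of the BP arrays, the other features of genes raised in BP, the stress response list in the controls, the simulations with the spread of each comparison, the spread of the Ct values, and the separate up and down regulated parts of DBP and DBN in H1299. So was the reading of the DBN features as a whole in H1299, whose share of same signs lay below the range foreseen for either outcome. The 5′ place of the raised features, the regroupings, and the tests of slide, brightness, spread, copy number and dishes were set down before their results were seen. Labels given here apply to the tested explanation only.

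By 100 regroupings of the arrays (including the true one), chance was excluded for the unirradiated lines, where 1 grouping gave as many features. For DBP (1), BP (1) and DBN (1) it was excluded only if the pairing is ignored, since most of these regroupings break the pairs that the comparison uses. It could not be excluded for BN (12), H1299 DBP (13), H1299 BP (37), H1299 DBN (10) or H1299 BN (70), for the interactions for DBP (6), BP (21), DBN (6) and BN (15), or for DBN against DBP (93) and BP against BN (97). Among the 16 regroupings that part all pairs, as many features were found in 1 for DBP, 1 for BP, 1 for DBN, 1 for BN, 1 for H1299 DBP, 6 for H1299 BP, 2 for H1299 DBN, 11 for H1299 BN, 14 for DBN against DBP and 15 for BP against BN, but with 16 groupings no share can go under 0.0625, so chance stays open for the paired comparisons by this measure. Of 100 simulated unchanged comparisons, 3 gave as many features as DBP, 3 as BP, 3 as DBN and 10 as BN. These counts are of features found, or of features at an unadjusted p under 0.05 where none was found.

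Because no slide held unirradiated arrays of both lines, the difference between the lines might have come from slides. Of the differentially expressed features, 86.73% differed in the same direction on the 2 slides that held both, with irradiated arrays included. This was 83.04% of those up and 90.5% of those down. Taken singly, the slides gave 83.99% and 77.06%. One of them held H1299 CTL replicate 5, which also entered the comparison of the lines. The median change on the slides was 0.445, against 0.7533 in that comparison. Slide thus does not explain the difference as a whole, though the change was smaller there. Copy number differences between the transfectants and H1299 are another possible explanation. The fold changes of neighbouring genes correlated at 0.080 between the lines, where shuffled gene orders reached at most 0.02809, and at 0.042 in DBN. The difference of 0.03785 left the test undecided. Windows of 40 genes with shifted medians were on chromosome 11 (63743901 to 64884072, −0.30), chromosome 6 (27106191 to 28500169, −0.25) and chromosome 5 (81354316 to 96108417, 0.34). These may mark gains and losses, which the arrays cannot settle. Whether differences between single transfected clones, rather than RAD9, underlie the gene changes was not tested, since only the shRNA line and the untransfected line were compared.

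The rise of most BP features was examined for technical sources. Scaling was not the source, since 93.41% or more of the features were up regulated under 75th percentile scaling and quantile normalization. Dim features did not rise more than bright ones (difference −0.02516), and a quality axis running through the H1299 arrays was only weakly related to the change (correlation 0.1859). By contrast, of the raised features in genes with several, middle ranks left out, 92.02% were nearer the 5′ end by rank. Of all those tested 53.85% were, and in DBP and DBN the shares of the raised ones were 88.89% and 91.32%. This is consistent with labeled RNA that was shorter on the H1299shRAD9 control arrays. The 5′ to 3′ index was lowest in those controls in 4 of 5 replicates, with differences of 0.0652 in DBP (exact p = 0.125), 0.069 in BP (exact p = 0.188), 0.101 in BN (exact p = 0.0625) and 0.0839 in DBN (exact p = 0.0625). It was also lower in those controls than in the H1299 controls (−0.1021, exact p = 0.0238), so the comparison of unirradiated lines is open to the same source. There, 60.47% of the down regulated and 43.02% of the up regulated features were nearer the 5′ end by rank, a much smaller imbalance. The count went from 1893 to 665 with the index as a covariate. In simulated data the covariate alone lowered the recovery of changed features from 78.5% to 46.5%, so the fall is no evidence for that source by itself. When an effect of the index was simulated and no covariate used, 741 unchanged features were found between unirradiated lines, against 13 without that effect. The numbers were 184 in DBP, 785 in DBN and 43 in BP, where the data gave 217, 583 and 285 features. The size of the simulated effect was set rather than estimated from the data, with random sign and no regard to where a feature lies. The simulation thus does not tell how much of the DBP, DBN or BP list comes from such a source. The RNA integrity values of single samples are not analysed here. Other features of the same genes rose to a share of 0.1027 of the change, which could also come from particular transcripts or from off-target hybridization, and the test was undecided. Use of other transcript starts or polyadenylation sites after irradiation is a biological explanation that remains open.

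A response in H1299shRAD9 cells and its absence in H1299 could reflect the threshold. Of the features down regulated in DBP, 91.4% had the same sign in H1299, and of those in DBN 74.7%, so the same fall in H1299 below the threshold is a possible explanation for these. It is not one for the features up regulated in DBP (39.52%) or DBN (11.99%) or for BP (48.77%) or DBN (29.85%) as a whole, and the DBN features tended the other way in H1299 (median change 0.6603 in H1299shRAD9 and −0.2366 in H1299, in the direction found). It was undecided for DBP as a whole (61.75%). The larger spread between H1299 pairs (ratio 1.576) is likely to have lowered the counts in that line for DBP, BP and DBN. Simulated with the spread of each comparison, 1.5-fold changes were recovered in 68.8%, 70.9% and 58.7% of cases in H1299shRAD9 and in 25.7%, 17.3% and 6.42% in H1299. For BN the spreads were close (0.1964 and 0.2133), as was the recovery (64.8% and 57%).

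The DBP and DBN lists differ, yet the features found in only one of them had the same sign in the other in 100% of cases. Unchanged groups simulated with shared controls gave 83.18% for features of the shorter list alone, the case of DBP. The ratio of the changes was 0.8658 for features found in DBP alone (simulated mean 0.4067), and 1 of 50 simulations reached it. For those in DBN alone it was 0.734, but that case was not simulated, so its size has no reference. It may be that the 2 directly irradiated groups respond alike and the lists differ by the threshold. HIF1 targets did not differ between them (−0.06).

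For the other gene lists, interferon-stimulated genes did not pass the threshold in DBP (0.07, adjusted p 0.219 by limma camera), and nor did p53 targets in DBP (0.02, adjusted p 0.529) and DBN (0.01, adjusted p 0.879). Immediate early genes were higher in DBP (0.14, adjusted p 0.00781) and DBN (0.14, adjusted p 0.0232). They were also higher in BN (0.07, 16 of 27 up, adjusted p 0.0718), as were HIF1 targets (0.07, 24 of 34 up, adjusted p 0.0104). In H1299, immediate early genes were higher in BN (0.08, 21 of 27 up, adjusted p 7.23e-07). In H1299 DBN the test placed them above other genes (adjusted p 0.00117) with a median of −0.02, where the median of all genes was −0.10. HIF1 targets were higher in H1299 DBP (0.09, 25 of 34 up, adjusted p 0.0834), DBN (0.07, 25 up, adjusted p 2.5e-05) and BN (0.03, 20 up, adjusted p 8.02e-06). Interferon-stimulated genes were lower in H1299 BN (−0.11, 38 of 46 down, adjusted p 0.0194). S phase genes were lower in H1299 DBP (−0.05, 27 of 43 down, adjusted p 0.0501), BP (−0.12, 35 down, adjusted p 0.0534), DBN (−0.23, all 43 down, adjusted p 0.00311) and BN (−0.10, 41 down, adjusted p 0.00897). None of these passed with fry.

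All 14 Ct values compared between H1299 replicate 5 and H1299shRAD9 replicate 1 were identical. Without H1299 replicate 5, the SD of the H1299 samples fell from 1.505 to 0.2553 for *LIMCH1* and from 2.201 to 0.3652 for *PDE2A*, though not for *PIF1* (1.144 to 1.318). With replicate 1, the SD of the H1299shRAD9 samples was 0.3975 and 0.4474 for the first 2 genes. The shared values are therefore more like H1299shRAD9, which points to the H1299 replicate 5 column as the copy.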
